# A nano-liposome formulation of the PARP inhibitor Talazoparib enhances treatment efficacy and modulates immune cell populations in mammary tumors of BRCA-deficient mice

**DOI:** 10.7150/thno.36281

**Published:** 2019-08-14

**Authors:** Di Zhang, Paige Baldwin, Ana S. Leal, Sarah Carapellucci, Srinivas Sridhar, Karen T. Liby

**Keywords:** PARP inhibitor, Talazoparib, Nanoparticle, BRCA-deficient breast cancer, immunomodulation

## Abstract

Two recently approved PARP inhibitors provide an important new therapeutic option for patients with BRCA-mutated metastatic breast cancer. PARP inhibitors significantly prolong progression-free survival in patients, but conventional oral delivery of PARP inhibitors is hindered by limited bioavailability and off-target toxicities, thus compromising the therapeutic benefits and quality of life for patients. Here, we developed a new delivery system, in which the PARP inhibitor Talazoparib is encapsulated in the bilayer of a nano-liposome, to overcome these limitations.

**Methods**: Nano-Talazoparib (NanoTLZ) was characterized both *in vitro* and *in vivo*. The therapeutic efficacy and toxicity of Nano-Talazoparib (NanoTLZ) were evaluated in BRCA-deficient mice. The regulation of NanoTLZ on gene transcription and immunomodulation were further investigated in spontaneous BRCA-deficient tumors.

**Results**: NanoTLZ significantly (p<0.05) prolonged the overall survival of BRCA-deficient mice compared to all of the other experimental groups, including saline control, empty nanoparticles, and free Talazoparib groups (oral and i.v.). Moreover, NanoTLZ was better tolerated than treatment with free Talazoparib, with no significant weight lost or alopecia as was observed with the free drug. After 5 doses, NanoTLZ altered the expression of over 140 genes and induced DNA damage, cell cycle arrest and inhibition of cell proliferation in the tumor. In addition, NanoTLZ favorably modulated immune cell populations *in vivo* and significantly (p<0.05) decreased the percentage of myeloid derived suppressor cells in both the tumor and spleen compared to control groups.

**Conclusions**: Our results demonstrate that delivering nanoformulated Talazoparib not only enhances treatment efficacy but also reduces off-target toxicities in BRCA-deficient mice; the same potential is predicted for patients with BRCA-deficient breast cancer.

## Introduction

Mutations in breast cancer-associated (*BRCA*) genes are the leading cause of hereditary breast cancer. Women with *BRCA* mutations have up to an 80% lifetime risk of developing breast cancer 1. Furthermore, the majority of *BRCA1* mutated tumors are basal-like 2, a subtype associated with poor prognosis 3. *BRCA1* functions as an important tumor suppressor that acts as a gatekeeper to protect against genomic instability 4. Besides regulating numerous cellular functions 5, 6, including cell cycle, apoptosis and transcription, the BRCA1 protein is essential for repairing double-stranded DNA breaks through the homologous recombination (HR) pathway. Loss of function of the *BRCA1* gene forces cells to rely on more error-prone mechanisms such as non-homologous end joining to repair DNA damage 7. PARP (poly (ADP-ribose) polymerase) is another protein that plays critical roles in DNA repair. PARP1 recognizes single-stranded DNA breaks and recruits proteins to assemble and activate DNA base excision repair machinery 8. Single-stranded DNA breaks that cannot be repaired because of PARP deficiency will propagate into double-stranded DNA breaks and need to be repaired by the BRCA-initiated HR pathway. If the BRCA protein is dysfunctional, PARP is necessary for proper DNA repair. Because of the interdependence between PARP and BRCA, PARP inhibitors were developed to treat BRCA-deficient cancers by inducing synthetic lethality 9, 10. Synthetic lethality occurs when a perturbation in either of two genes does not reduce cell survival, but the simultaneous perturbation of both genes results in a loss of cell viability. In the case of a *BRCA* mutation, PARP inhibitors block the repair of single-strand DNA breaks, which are then converted into double-strand breaks during replication. Because the cell cannot proceed through homologous recombination, it must rely on error prone pathways which results in genomic instability and cell death.

Before PARP inhibitors were developed, no targeted therapy was available for patients with BRCA mutations who developed breast cancer. These tumors do not usually express estrogen, progesterone or HER2 receptors, so cytotoxic chemotherapy remained the standard of care for these mostly triple negative breast cancer (TNBC) patients. In January 2018, Olaparib became the first PARP inhibitor approved by the FDA for treating germline BRCA-mutated metastatic breast cancer. In October 2018, after the Phase 3 EMBRACA clinical trial showed that Talazoparib significantly extended progression-free survival in patients with metastatic breast cancer, Talazoparib was approved. This second PARP inhibitor to market was approved for treating germline BRCA-mutated, HER2-negative breast cancer, either locally advanced or metastatic 11. Talazoparib is approximately 100 times more potent than Olaparib because of its higher capacity to induce “PARP trapping” 12. Talazoparib not only inhibits the catalytic activity of PARP but also traps PARP at the site of DNA damage, thus inducing cell death. Notably, in addition to mutations in *BRCA1/2* genes, a wide range of other mechanisms produce a similar phenotypic trait of HR deficiency, which is called “BRCAness” 13. The loss of HR can be the result of epigenetic silencing of *BRCA1/2* genes or genetic alterations in other key players such as *RAD51, ATR, CHK1/2, ATM, FANCD2* and *FANCA* along the HR pathway 14. Recent studies reported that *MYC* amplification, *p53* mutations, and loss of *PTEN* all contribute to a BRCA-like behavior 15, 16. Therefore, PARP inhibitors could potentially impact more breast cancer patients beyond populations with *BRCA* mutations. A diverse collection of triple negative breast cancer patient-derived xenografts has confirmed the therapeutic activity of PARP inhibitors even in *BRCA1/2* wild-type tumors 17.

Currently, PARP inhibitors are formulated for daily oral administration based on their pharmacokinetic profiles. However, the bioavailability of Talazoparib is only 56% in rats, meaning a higher dose must be administered systemically to achieve the desired effect 18. Talazoparib is the most potent PARP inhibitor, but this potency also increases side effects such as alopecia, fatigue, anemia, thrombocytopenia, neutropenia and decreased appetite 19. Myelodysplastic syndrome, myelosuppression and embryo-fetal toxicity are included as warnings and precautions on the package insert. One method to overcome poor bioavailability and subsequent toxicity is the use of nanoparticle delivery systems.

Nanoparticles as drug delivery systems aim to increase bioavailability, minimize drug metabolism upon administration, prevent side effects, and increase the amount of drug delivered to the desired target 20. Additionally, nanocarriers take advantage of the enhanced permeability and retention effect, in which tumors rapidly generate blood vessels that are considered “leaky” allowing for particles to extravasate and accumulate in the tumor microenvironment 21. Liposomes are self-assembled phospholipid bilayers that form vesicles and are biologically inert and biocompatible. Due to the similar morphology to cell membranes and ability to incorporate both hydrophilic and lipophilic compounds, liposomes are thought to be ideal nanocarriers 22. Although liposome efficacy can be limited by uptake into the reticuloendothelial system (RES), polyethylene glycol (PEG) can be fused to the surface to extend the circulation time by conferring “stealth” properties to bypass some of the uptake by RES organs 23. Here, we encapsulated Talazoparib in the bilayer of a nano-liposome and evaluated the efficacy and toxicity of Nano-Talazoparib (NanoTLZ) compared to free drug in BRCA-deficient mice.

## Materials and Methods

### Synthesis of NanoTLZ

Talazoparib for all experiments was purchased from Selleck Chemicals (Catalog # S7048, purity: 99.8%). NanoTLZ was synthesized using 1, 2-dipalmitoyl-*sn*-glycero-3-phosphocholine (DPPC), 1,2-dioleoyl-3-tri methyl-ammonium-propane (chloride salt) (DOTAP), cholesterol, 1,2-distearoyl-*sn*-glycero-3 phosphoethanolamine-N-[methoxy(polyethyleneglycol)-2000 (DSPE-PEG_2000_, Avanti Polar Lipids), and Talazoparib. DOTAP was incorporated within the formulation because some literature suggests it can enhance the encapsulation of hydrophobic compounds 24, 25. It also imparts a slightly positive surface charge, which allows better cell uptake, as cells more readily take up positively charged particles. DPPC, cholesterol, DOTAP and DSPE-PEG_2000_, were individually dissolved in a methanol/ethanol mixture at a molar ratio of 65:29:2:4. 11.17 mM Talazoparib was added in dimethylformamide. Nanoparticles were formed via nanoprecipitation using the NanoAssemblr Benchtop. The total flow rate was 4 ml/min, and the aqueous to organic flow rate was 3:1. Organic solvents were removed by evaporation under argon followed by dialysis against phosphate buffered saline (PBS) for 30 minutes. The non-encapsulated drug which is insoluble in aqueous media was removed via syringe filter 26, and validation of the removal of free drug is shown in Figure S1. Encapsulation efficiency was calculated using the formula (C_final_/C_initial_) x100, where C_final_ is the concentration of drug in 1 ml of particles after processing and C_initial_ is the concentration of drug added to prepare 1 ml of particles. Drug loading was calculated using the following formula where C_final_ is the concentration of drug in 1 ml of particles after processing and W_feed_ is the weight of lipids in the feed to prepare 1 ml of formulation: drug loading (%) = C_final_/W_feed_ x 100. Drug release was characterizd previously 27. Vehicle nanoparticles (empty nanoparticles) were prepared following the same protocol without the addition of Talazoparib. Cyanine 5 (Cy5) labeled particles were synthesized by addition of Cy5 dye in the lipid mixture.

### Characterization of NanoTLZ

The size and zeta potential of the nanoparticles was measured using a Brookhaven 90Plus analyzer equipped with ZetaPALS. Nanoparticles were diluted 1:100 in 0.2X PBS for all measurements. Stability was assessed by measuring size and zeta potential at predetermined times over the course of 2 months. The size was confirmed by transmission electron microscopy using a negative stain of 1.0% uranyl acetate. The concentration of encapsulated Talazoparib was measured via high performance liquid chromatography (HPLC) following nanoparticle lysis with methanol. HPLC was performed on an Agilent 1260 Infinity II instrument with a reverse phase C18 Supelco column. The mobile phase A consisted of acetonitrile with 0.1% phosphoric acid and the mobile phase B consisted of water with 0.1% phosphoric acid. The following gradient was applied 10-95% A (0-5.3 min), 95% A (5.3-8.5 min), 95-10% A (8.5-10.0 min), 10% A (10-11.5 min). The flow rate was 0.82 ml/minute, and Talazoparib was detected at a wavelength of 309 nm at ~4.2 minutes.

### Cell Culture

W0069 and W780 cells derived from mammary tumors of BRCA-deficient mice were provided by Dr. Chu-Xia Deng (National Institutes of Health, Bethesda, MD) 28 and were cultured in DMEM+10% FBS+1% Pen/Strep (Corning Cellgro, Mediatech, Manassas, VA). In a dose response assay (Figure 1), cells were seeded into 96 well plates at 1000 cells per well. The following day cells were exposed to either Talazoparib or NanoTLZ at concentrations ranging from 0-100 nM. One week after seeding, cell viability was ascertained by the MTS assay to measure the metabolic activity of the cells. Data from the dose response experiment were plotted and fit using a variable slope four-parameter logistic equation constrained at 100 and 0. In the biomarker assay (Figure 1E), cells were seeded in 6 well plates at 150,000 cells per well. The next day, cells were treated with Talazoparib or NanoTLZ at 5 and 10 μM. After 48 hrs of treatment, cells were harvested and proteins were extracted for western blotting.

### Pharmacokinetics and Pharmacodynamics

All animal studies were performed in accordance with protocols approved by the Institutional Animal Care and Use Committees (IACUC) at Michigan State University and Northeastern University. An orthotopic xenograft model of human BRCA-mutated breast cancer was established via injection of 5x10^6^ HCC1937 cells (ATCC, Manassas, VA; cells were cultured in RPMI1640 with 10% FBS and 1% Pen/Strep) in the mammary fat pad of female NCr-nu/nu mice. Mice with tumors ~100 mm^3^ in size were administered a single dose of 1 mg/kg i.v. NanoTLZ. Mice were euthanized at designated time points for sample collection. Blood was collected via cardiac puncture into K2 EDTA microtainers. Blood was centrifuged at 1600 *g* for 15 minutes at 4°C. Plasma was separated and frozen at -80°C until processed. Acetonitrile was added to precipitate plasma proteins. Samples were centrifuged at 14,000 *g* for 5 minutes, and the supernatant was filtered with a 0.2 μm syringe filter. Each sample was dried overnight and reconstituted in 200 µl of 50:50 methanol:water solution for analysis via HPLC. HPLC conditions were as detailed above. A standard curve was prepared by processing plasma from untreated animals and spiking the samples with known amounts of Talazoparib when reconstituting the samples. A two compartment model was fit using PKSolver 29.

Tumors were collected and snap frozen in liquid nitrogen to stabilize PAR levels. Tumors were minced in lysis buffer (1% w/w deoxycholic acid, 1% w/w triton-x, 0.1% w/w sodium lauryl sulfate) with protease inhibitors (1 mM PMSF, 1 mM AEBSF•HCL, 800 nM aprotinin, 50 µM bestatin, 15 µM E-64, 5 mM EDTA, 20 µM leupeptin, and 10 µM pepstatin A). Total protein content was determined using the BCA assay (Pierce). Levels of PAR in the tumor lysates were determined by ELISA using PARP in vivo PD Assay II kit (Trevigen) following the manufacturer's instructions.

Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice bearing tumors (N=4) were injected i.v. with 100 μl nanoparticles encapsulated with the fluorescent dye Cy5. Mice were imaged using an IVIS imaging system (PerkinElmer) 24 hrs after the injection. Auto exposure setting was used to acquire the pictures. Major organs were dissected and imaged for biodistribution after whole body imaging.

To evaluate the cellular uptake of nanoparticles, W780 cells were plated in 12-well plates. Cells were treated with either 5% empty nanoparticles or 5% nanoparticles encapsulated with the fluorescent dye Cy5 for 1-2 hrs. Cells were then fixed with 10% neutral buffered formalin (Sigma-Aldrich) for 15 minutes and mounted with Gold Antifade Mountant with DAPI (Invitrogen). Cy5 fluorescence (Green channel) and DAPI (UV channel) were detected using a fluorescence microscope (Nikon TE2000-U Inverted Microscope).

### *In Vivo* Treatment Studies

The therapeutic efficacy of NanoTLZ was assessed in Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice 30, 31. Treatment was started when a tumor was 4-5 mm in diameter and ended when it reached 10 mm in diameter. Mice with established tumors were randomized into five treatment groups: control (saline, i.v. N=5), empty nanoparticles (i.v., N=5), NanoTLZ (i.v., 0.33 mg/kg, N=8), free Talazoparib (i.v., 0.33 mg/kg, N=8), and free Talazoparib (gavage, 0.33 mg/kg, N=8). NanoTLZ was diluted in saline to the working concentration. Free Talazoparib was dissolved in DMSO and diluted in saline (DMSO in the final solution was 1%). Treatment was given three times a week (M, W, F). All the mice were weighed before each injection. Tumor size was measured using a caliper twice a week.

### Western Blotting

W780 and W0069 cells treated with Talazoparib or NanoTLZ were lysed in RIPA buffer (1 M Tris-Cl, 5 M NaCl, pH 7.4, 0.5 M EDTA, 25 mM deoxycholic acid, 1% triton-X, 0.1% SDS) with protease inhibitors (1 mM PMSF, 2 µg/ml aprotinin and 5 µg/ml leupeptin). Tumor samples dissected from BRCA-deficient mice were homogenized and lysed in EBC buffer (5 mol/L NaCl, 1 mol/L Tris pH 8) with protease inhibitors and 10% NP-40. Protein concentrations were determined using the BCA assay (Sigma-Aldrich). 20 µg of protein were separated by 10% SDS-PAGE gels and transferred to nitrocellulose membranes. γH_2_AX (Abcam, 1:1000), cleaved-caspase 3 (Cell Signaling, 1:1000), PARP/cleaved-PARP (Cell Signaling, 1:1000), Cyclin D1 (Cell Signaling, 1:1000), Cyclin E1 (Cell Signaling, 1:1000), PCNA (Santa Cruz, 1:1000), and vinculin (Cell Signaling, 1:4000) primary antibodies were used to detect the corresponding proteins. Secondary antibodies (anti-rabbit or anti-mouse linked to HRP) were purchased from Cell Signaling. ECL Western blotting substrate (GE Healthcare Life Sciences, UK) was used to detect the signal. Images shown are representative of 3 independent experiments. ImageJ was used to quantify protein expression.

### Immunohistochemistry

Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice were treated with five doses (three times a week) of saline, i.v.TLZ or NanoTLZ (N=5/group). Tumor, mammary gland and spleen were then harvested and sectioned for histopathology and immunohistochemistry. EDTA (Cell Signaling, for CD3) or citrate buffer (Vector, Cat. # H3300, for all the other antibodies) was used for antigen retrieval. Endogenous peroxidase activity was quenched using hydrogen peroxide (3%) for 10 minutes. Sections were stained with CD45 (1:100, BioScience), CD3 (1:40, Biolegend), Gr-1 (1:50, R&D), F4/80 (1:50, Invitrogen), Foxp3 (1:25, BioScience), PCNA (1:200, Santa Cruz), or γH_2_AX (1:100, Abcam) antibodies. Anti-rat secondary antibody was purchased from Vector. Anti-mouse and anti-rabbit secondary antibodies conjugated to HRP were purchased from Cell Signaling. Signal was detected using a DAB kit (Cell Signaling). Sections were counterstained with hematoxylin (Vector).

### Flow cytometry

Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice (N=5/group) with established tumors (4-5 mm in diameter) were treated for five doses (three times a week) and then tumor, spleen and mammary gland were collected and digested for flow cytometry as published previously 32. Panel 1: CD45-VioGreen (Miltenyi, 3 μg/mL), Gr-1-PE (Miltenyi, 3 μg/mL), CD11b-FITC (Miltenyi, 3 μg/mL), CD19-PerCP/Cy5.5 (BioLegend, 2 μg/mL). Panel 2: CD45-VioGreen (Miltenyi, 3 μg/mL), CD4-FITC (Miltenyi, 3 μg/mL), CD3-PE (BioLegend, 2 μg/mL), CD8-APC (BioLegend, 2 μg/mL), CD25-PE/Cy7 (BioLegend, 2 μg/mL).

### RNAseq

Tumors from Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice treated with saline, free Talazoparib (i.v.), or NanoTLZ for five doses (three times a week) were harvested. Three samples were collected for each group. Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Valencia, CA). The RNA integrity number (RIN) was detected using the Aligent Bioanalyzer at the MSU Research Technology Support Facility (RTSF) Genomics Core facility. RNAseq and the bioinformatics analysis were performed by Novogene (Sacramento, CA) as described in a previous publication 32. Raw data and processed data were deposited on Gene Expression Omnibus (GEO) and are accessible through GSE125206.

### RT-qPCR analysis

To validate the RNAseq data, aliquots of RNA samples from the tumor were used to run RT-qPCR analysis. RNA concentrations were determined by NanoDrop, and 2 µg RNA was used to synthesize cDNA using SuperScript III reverse transcriptase (Invitrogen, Carlsbad, CA). Primers (sequences shown in Table S1) were ordered from IDT, except Cxcl12. Validated and optimized primers for Cxcl12 were purchased from Qiagen (Valencia, CA). iQ SYBR Green Supermix (Bio-Rad, Berkeley, CA) and the QuantStudio 7 Flex Real-Time PCR system were used to detect gene expression. The delta-delta Ct method was used to assess relative gene expression 33. Values were normalized to the reference gene GAPDH and expressed as fold change compared to saline control samples.

### Statistical Analysis

The *in vitro* experiments were performed in triplicate, and independent experiments were repeated at least three times. Results were expressed as mean ± SEM. For the *in vivo* experiments, results were analyzed using one-way ANOVA followed by a Tukey test if the data fit a normal distribution; the Kruskal-Wallis one-way ANOVA on ranks was used followed by the Dunn test for multiple comparisons if the data did not fit a normal distribution (Prism 6). A paired t-test was used to compare body weight before and after treatment. The log-rank (Mantel-Cox) test was used to compare survival curves. For the growth of tumors, a Chi-Square test was used to compare proportions. p<0.05 was considered statistically significant. For the RNAseq analysis, differential expression analysis was performed using the DESeq2 R package 34, and padj<0.05 was considered statistically significant.

## Results

### Validation of NanoTLZ *in vitro* and *in vivo*

To overcome the limitations of oral delivery, we developed a new formulation of Talazoparib. We encapsulated Talazoparib into liposomal nanoparticles with an average size of 74.5 ± 11.0 nm (Figure 1A). The encapsulation efficiency was 83.0±5.9% and drug loading was 1.0 ± 0.1%. NanoTLZ is stable in size and zeta potential (15.3 ± 1.6 mV) at 4°C for 2 months (Figure 1B-C). To validate the effects of NanoTLZ *in vitro*, BRCA-deficient cancer cell lines (W780 and W0069) were treated with NanoTLZ and free Talazoparib. Both W780 and W0069 cell lines were derived from independent tumors that developed in BRCA-deficient mice. W780 cells were derived from a tumor classified as an adenocarcinoma, while W0069 cells were derived from a fibro-adenoma tumor with strong stromal reaction 30. NanoTLZ was similar in potency to free Talazoparib in both cell lines (Figure 1D). Empty nanoparticles (vehicle) had no effects on cell viability (Figure S2). As reported previously for PARP inhibitors 35, NanoTLZ and Talazoparib induced DNA damage and apoptosis, as indicated by an increase of γH2AX, cleaved-caspase 3 and cleaved-PARP, respectively, in W780 and W0069 cells (Figure 1E).

To evaluate the pharmacokinetics of NanoTLZ, an orthotopic xenograft model of human BRCA-mutated HCC1937 cells was established. Tumor bearing mice were dosed with 1 mg/kg NanoTLZ i.v., then blood and tumor samples were collected at different time points. The plasma data fits a two-compartment model with a terminal half-life of 37.5 hours (Figure 2A). PAR levels, a marker of PARP activity, were detected in the tumor samples. The PAR level was significantly (p<0.0001) decreased 30 mins after injection and remained at lower levels than control tumors up to 72 hours post injection (Figure 2B).

To validate the enhanced permeability and retention effects of nanoparticles in our Brca1^Co/Co^;MMTV-Cre;p53^+/-^ model, we encapsulated the fluorescent dye Cy5 into nanoparticles using the same method as for Talazoparib and injected them i.v. into tumor-bearing BRCA-deficient mice. Mice and major organs were imaged using an IVIS system. At 24 hrs after injection, the fluorescent signal was mainly in the tumor, suggesting preferential accumulation in the tumor, although signal was also detected in the liver (Figure 2C). In addition, the cellular uptake of nanoparticles was assessed in W780 cells *in vitro*. Cells were treated with 5% nanoparticles encapsulated with Cy5, and the fluorescent Cy5 signal was detected using a fluorescence microscope. Nanoparticles were visible inside of cells within 2 hours (Figure 2D).

### Nano-formulation enhances the efficacy of Talazoparib and reduces the toxicity in BRCA-deficient mice

Because of the tumor specificity of nanoparticles, we hypothesized that NanoTLZ would enhance the efficacy of Talazoparib and be more tolerable for treating BRCA-deficient breast cancer. When tumors in Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice reached 4 mm in diameter, they were randomized and enrolled into five experimental groups: saline (i.v.), vehicle (empty nanoparticle, i.v.), NanoTLZ (0.33 mg/kg, i.v.), free Talazoparib (0.33 mg/kg, i.v.) or free Talazoparib (0.33 mg/kg, oral). Mice were treated three times a week (M, W, F) until a tumor reached 10 mm in diameter. All tumors in the saline control group grew exponentially (Figure 3A) and lived an average of only 11.6±2.7 days once treatment started (Figure 3B). Similarly to the saline treated group, empty nanoparticles did not have any therapeutic effect with overall survival in this group of 13.6±1.5 days. Drug treatment by all routes significantly (p<0.05) prolonged the overall survival (range 52.8-91.1 days) compared to the saline control, which validated the effectiveness of Talazoparib in treating BRCA-deficient tumors. There was no statistical significance observed between oral free Talazoparib and i.v. free Talazoparib in either overall survival (Figure 3B) or progression-free survival (Figure 3C). Progression was defined as a 50% increase in tumor volume. However, NanoTLZ treatment rapidly induced tumor regression (Figure 3A) and significantly (p<0.05) prolonged both overall survival and progression-free survival compared to all of the other groups, including the free drug treatment groups (Figure 3B-C). The average life span once treatment started was extended from 52.8±6.8 days in the oral free Talazoparib group and 61.1±8.3 days in the i.v. free Talazoparib group to 91.1±8.9 days in the NanoTLZ group. NanoTLZ was able to maintain its effectiveness longer than the free Talazoparib treatment.

Furthermore, NanoTLZ was also more effective than free Talazoparib in inducing tumor regression in BRCA-deficient mice. Tumors were classified into three categories: active growth (>50% increase in tumor volume), no change (<50% change in tumor volume), and regression (>50% decrease in tumor volume). Tumors in the control groups (saline and empty nanoparticles) were all actively growing. All of the tumors treated with NanoTLZ responded (p<0.05) to the treatment with no active growth (0%) and 69% (9 out of 13) regressed after treatment (Figure 3D). In comparison, 17% (2 out of 12) of tumors in the i.v. Talazoparib group and 11% (2 out of 19) in the oral Talazoparib group did not respond to the treatment and continued to grow (Figure 3D). The majority of the tumors in these two groups achieved disease stabilization as only 33% (4 out of 12) tumors in the i.v. Talazoparib group and 21% (4 out of 19) in the oral Talazoparib group regressed (Figure 3D). Notably, among the tumors that regressed, 56% (5 out of 9) tumors could no longer be palpated in the NanoTLZ group, while only 25% (1 out of 4) of the mice were tumor-free in the i.v. Talazoparib group and none (0 out of 4) were tumor-free in the oral Talazoparib group.

All mice were weighed immediately before each injection. Body weight was significantly (p<0.05) decreased in both the i.v. free Talazoparib (from 28.1±1.1 g to 26.1±0.7 g) and oral Talazoparib (from 31.1±0.9 g to 28.1±0.8 g) treatment groups after 10 doses (Figure 4A). In contrast, NanoTLZ was better tolerated with no significant changes in body weight (from 30.0±1.4g to 28.6±1.1g, Figure 4A). The dynamic changes in body weight over time are shown in Figure S3. Additionally, alopecia, a known side effect of Talazoparib in patients, was observed in both the i.v. Talazoparib (2 out of 8) and oral Talazoparib groups (2 out of 8), but no alopecia was observed in any of the mice in the NanoTLZ treatment group (0 out of 8). A representative image of alopecia is shown in Figure 4B. No liver toxicity was observed after long-term treatment of NanoTLZ, based on the normal histology of all of the liver tissues (Figure S4).

### RNAseq analysis of BRCA-deficient tumors treated with NanoTLZ and i.v. Talazoparib

Talazoparib, as a PARP inhibitor, induces DNA damage and cell death in BRCA-deficient breast cancer cell lines 35. However, the global regulation of gene expression of Talazoparib vs. NanoTLZ treatment has not been characterized *in vivo*, especially in spontaneous BRCA-deficient mammary gland tumors. Here, we treated Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice with tumors 4 mm in diameter with 5 doses of i.v. Talazoparib or NanoTLZ (0.33 mg/kg/dose, 3 times a week). 

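RNA was sequenced from 9 of these tumors, with 3 tumors in the saline group, 3 in the i.v. TLZ group and 3 in the NanoTLZ group. Each tumor was 1 replicate. The authors deposited the raw counts of reads on each gene in each tumor, without normalization. Sequencing and counting were performed by Novogene as described in an earlier publication, and the paper's text names neither the aligner nor the gene annotation. The table lists 35275 mouse genes by Ensembl identifier, of which 34490 matched a symbol and a position in the GENCODE M21 annotation of GRCm38. No count was listed in any tumor for 9792 genes. Between 17538380 and 21194980 reads per tumor were counted on genes, with a median of 21053253 in the saline group, 18681830 in the i.v. TLZ group and 18665722 in the NanoTLZ group. A value of 3 counts was taken as the smallest that this depth can show, and it covers counting error only, since reads copied from the same molecule were not told apart. Counts were scaled by edgeR's TMM method, and 15821 genes passed its filterByExpr function and were tested. The groups were compared in 1 fit to all 9 tumors with edgeR's quasi-likelihood F-test, with Benjamini-Hochberg adjustment of the p-values. The standard errors given with log2 fold changes were calculated back from the F value of this test. They are no separate measure of precision. Expression in a tumor is given as CPM, scaled to the library size of the tumor after TMM, with the mean and SD of each group. The biological coefficient of variation was 49.8% over all tumors. Estimated within each group, it was 61.2% in the saline group, 51.05% in the i.v. TLZ group and 32.1% in the NanoTLZ group. Because 3 tumors against 3 can be split in only 10 ways, an exact permutation test of 1 gene in 2 groups cannot give a p under 0.1. For a gene without any change, all 6 treated tumors lie on 1 side of all 3 saline tumors with a chance of 2.38%.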

Total RNA was extracted from tumors and processed for RNAseq analysis. After five doses of treatment, i.v. Talazoparib significantly (padj<0.05) upregulated 39 genes and downregulated 41 genes. 

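Between i.v. TLZ and saline, edgeR called 0 genes higher and 0 genes lower at an adjusted p under 0.05, and the smallest adjusted p was 0.242. Without adjustment, a p under 0.05 was reached by 777 genes with higher and 866 genes with lower counts after i.v. TLZ, where 791 genes in all are expected by chance. With upper quartile normalization the majority was the other way, with 897 of 1627 genes higher. These numbers moved most with the tool. DESeq2, which the paper's statistics section names, called 127 higher and 125 lower genes when it was fitted to all 9 tumors without its Cook's distance filter. Fitted with its default settings to the saline and i.v. TLZ tumors alone, DESeq2 called 47 higher and 45 lower genes. DESeq2 called at least as many genes in 5 of the 10 ways to split these 6 tumors into 3 and 3, the real split included.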

Cluster analysis indicated a similar expression pattern of NanoTLZ compared to Talazoparib (Figure 5A). However, more genes were significantly (padj<0.05) regulated by NanoTLZ: 70 genes were upregulated and 78 genes were downregulated. 

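Over all tested genes, the mean Spearman correlation of log2 CPM was 0.952 between an i.v. TLZ and a NanoTLZ tumor, 0.910 between a saline and an i.v. TLZ tumor and 0.923 between a saline and a NanoTLZ tumor. Tumors of the same group had mean correlations of 0.897 in saline, 0.928 in i.v. TLZ and 0.969 in NanoTLZ. These correlations are across genes, which are not independent replicates. On average, saline tumors therefore differed more from each other than from the treated tumors, but this order rested on A3688. Its correlations were 0.872 and 0.875 with the other saline tumors and 0.843 to 0.875 with the treated tumors. Saline tumors A3673 and A3685 had a correlation of 0.944 with each other. In an exact one-sided permutation test, 70 of the 280 ways to form 3 groups of 3 tumors separated the groups at least as well as the real groups (p = 0.25). When the 6 treated tumors were set against the 3 saline tumors, this held for 7 of the 84 splits (exact p = 0.0833).

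**Figure D1:**
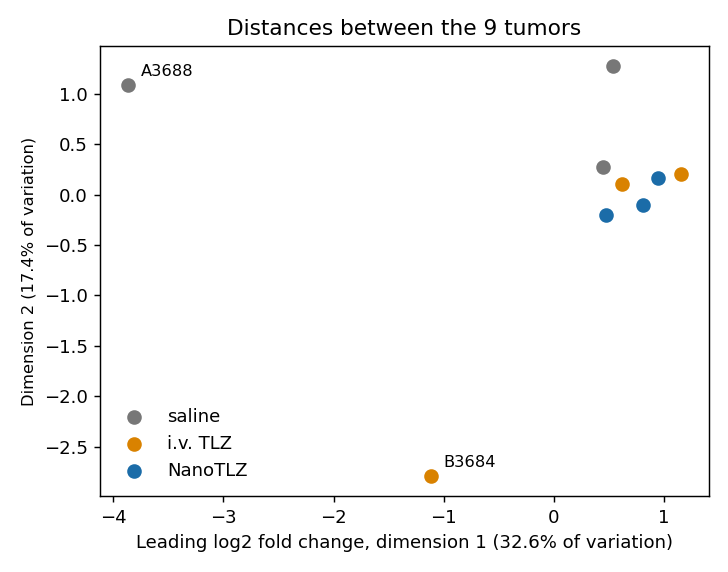
Multidimensional scaling of the 9 tumors, in which each point is 1 tumor colored by its group and distances are leading log2 fold changes between tumors. The axes carry 32.6% and 17.4% of the variation. Saline tumor A3688 lies at -3.87 on dimension 1, i.v. TLZ tumor B3684 at -2.79 on dimension 2, and saline tumor A3673 at 1.27 on dimension 2, while the other 6 tumors lie closer together.

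The log2 fold changes of the 2 treatments against saline had a Pearson correlation of 0.770 across genes. Both were computed against the same 3 saline tumors, which by itself gives a positive correlation. When each treatment was compared with different saline tumors, the mean correlation over the 6 possible assignments was 0.158. When the group labels were exchanged among the 9 tumors, 33 of 840 labellings gave a correlation of group mean differences at least as large as the real 0.777 (exact one-sided p = 0.0393).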

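With edgeR, 1 gene was higher and 0 genes were lower after NanoTLZ than in saline. The gene was *Col2a1* (adjusted p = 0.0127), which was higher in all 3 NanoTLZ tumors than in any saline tumor. At an unadjusted p under 0.05 there were 555 genes with higher and 868 with lower counts, and with upper quartile normalization 698 of 1316 were higher. DESeq2 fitted to the saline and NanoTLZ tumors alone called 84 higher and 85 lower genes. No other split of these 6 tumors reached this total, and the 9 other splits gave between 17 and 49 genes. The order of the treatments depended on which tumors entered the fit. When DESeq2 was fitted to all 9 tumors, it called 54 higher and 47 lower genes after NanoTLZ, against 100 higher and 94 lower genes after i.v. TLZ.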

The Venn diagram summarizes the number of differentially expressed genes compared to the saline group in each treatment group and the overlapping genes found between the comparisons (Figure 5B). 

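No gene was called by edgeR in both treatment groups. The lists from DESeq2 fits to 2 groups had 49 genes in common, of which 21 were higher and 28 lower than in saline, with 43 genes called only after i.v. TLZ and 120 only after NanoTLZ. Both treatments were compared with the same 3 saline tumors, which by itself favors the same direction in both groups. Of the genes called after i.v. TLZ, 89 changed in the same direction after NanoTLZ, with a median absolute log2 fold change of 3.77 in their own comparison and 3.12 in the other. Of the 169 genes called after NanoTLZ, 167 changed in the same direction after i.v. TLZ, with medians of 3.07 and 2.32. The direct comparison of NanoTLZ with i.v. TLZ by edgeR called 0 genes, with 266 genes at an unadjusted p under 0.05, and its smallest adjusted p was 0.9999. Since 791 genes are expected by chance, this test was conservative, and no other split of these tumors gave more than 608. Its p-values therefore cannot show that the 2 treatments act alike. DESeq2 fitted to the tumors of the 2 treatments called 15 genes in this direct comparison, and every one of the 10 splits of these tumors gave at least as many. Only 6 of the genes called after i.v. TLZ and 1 of those called after NanoTLZ were among them.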

The list of differentially expressed genes in NanoTLZ group and i.v. Talazoparib group compared to saline control is summarized in Tables S2 and S3, respectively. Raw data and processed data of the RNAseq were deposited on Gene Expression Omnibus (GEO, GSE125206).

Poly-ADP-ribosylation, a protein post-translational modification, regulates a variety of cellular processes including restarting stalled replication forks, DNA repair, transcription, mitosis and initiating a unique cell death pathway 36. 

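As a measure of cell cycle activity, a set of 45 proliferation genes was tested as a whole with limma's camera function, which allows for correlation between the genes of a set. After i.v. TLZ, 44 of the 45 genes were lower than in saline and the median log2 fold change was -1.13 (adjusted p = 0.196 over 12 sets). After NanoTLZ, 44 genes were again lower and the median was -1.05 (adjusted p = 0.201). When single tumors were left out, the median ranged from -1.43 to -0.65 after i.v. TLZ and from -1.28 to -0.64 after NanoTLZ. The result moved most with the correlation assumed between genes. With a fixed correlation of 0.01 in place of the estimated one, the adjusted p after i.v. TLZ was 8.52e-23, and over all alternatives it ranged up to 0.444. Of the genes that the paper names for its RNAseq, RT-qPCR, western blot and flow cytometry, together with *Parp1*, *Brca1* and *Trp53*, 35 were tested. With adjustment over this list alone, 19 genes after i.v. TLZ and 20 after NanoTLZ passed an adjusted p of 0.05, whereas 0 and 0 passed with adjustment over all tested genes. Without adjustment, 21 and 22 genes had a p under 0.05. The list holds the paper's own calls on the same tumors and is therefore no independent test. In the direct comparison of NanoTLZ with i.v. TLZ, 0 of the 35 genes passed either adjustment and 1, *Top2a*, had an unadjusted p under 0.05.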

Not surprisingly, many genes involved in transcription, translation, cell cycle and cell death were differentially expressed in treatment groups compared to the saline control (Table S2 and Table S3). 

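The nerve growth factor receptor gene *Ngfr* (ENSMUSG00000000120) lies on chromosome 11 of GRCm38 from 95568818 to 95587735. It had 1.50 ± 0.313 CPM (SD, n = 3 tumors) in saline, 13.3 ± 14.5 after i.v. TLZ and 26.9 ± 20.7 after NanoTLZ. The log2 fold change against saline was 3.14 after i.v. TLZ (standard error 0.88, adjusted p = 0.417) and 4.15 after NanoTLZ (standard error 0.92, adjusted p = 0.552). Every treated tumor was above every saline tumor. The 3 DESeq2 fits called the gene in both treatments. The largest move in adjusted p came from DESeq2 fitted to the saline and NanoTLZ tumors alone, at 4.87e-07, and across the alternatives for NanoTLZ it ranged up to 0.901.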

*Ngfr* (Nerve growth factor receptor), a known tumor suppressor inhibiting cell growth in breast cancer 37, was upregulated by both NanoTLZ and i.v. Talazoparib. 

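The transcription factor gene *Bcl11a* (ENSMUSG00000000861), on chromosome 11 from 24078056 to 24174123, was expressed unevenly in the saline tumors, with 20.2 CPM in A3673, 9.96 in A3685 and 128 in A3688. The mean was 52.7 ± 65.3 CPM (SD, n = 3) in saline, 6.30 ± 0.303 after i.v. TLZ and 6.45 ± 0.309 after NanoTLZ. The log2 fold change was -3.06 for i.v. TLZ (standard error 0.80, adjusted p = 0.417) and -3.03 for NanoTLZ (standard error 0.80, adjusted p = 0.552). Each of the 6 treated tumors was below each saline tumor. Its size rested partly on A3688. Over the fits that each left out 1 tumor, it ranged from -3.55 to -1.24 for i.v. TLZ. The 3 DESeq2 fits called *Bcl11a* in both comparisons. The annotated antisense genes that overlap it had 6 and 27 counts in all tumors together.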

*Bcl11a* (B cell CLL/lymphoma 11A) is overexpressed in triple-negative breast cancer and plays critical roles in stem and progenitor cells 38; it was downregulated by i.v. Talazoparib and NanoTLZ. 

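The receptor tyrosine kinase gene *Kit* (ENSMUSG00000005672) lies on chromosome 5 from 75574916 to 75656722. It had 340.4 ± 66.2 CPM (SD, n = 3) in saline, 112 ± 27.3 after i.v. TLZ and 169 ± 8.21 after NanoTLZ, and all treated tumors were below all saline tumors. In an exact two-sided permutation test of the 6 treated against the 3 saline tumors, p was 0.0119, the smallest that 84 splits allow, or 0.0452 after adjustment over 19 scores. The paper named *Kit* from the same tumors, so this is no independent test. The 19 scores include *Sod3* and the myosins, which the paper also named from these tumors and which had the same p. *Col2a1*, picked here from these tumors, and the skeletal muscle set also had this p. The adjusted p depends on these ties. The log2 fold change was -1.60 after i.v. TLZ (standard error 0.28, adjusted p = 0.251) and -1.01 after NanoTLZ (standard error 0.28, adjusted p = 0.552). DESeq2 called *Kit* in each of its 3 fits after i.v. TLZ and in none after NanoTLZ. The difference between the treatments was 0.59 on the log2 scale (standard error 0.28), with an unadjusted p of 0.0575 in edgeR's direct comparison. The transcription factor gene *Myb* (ENSMUSG00000019982), on chromosome 10 from 21124935 to 21160984, had 17.0 ± 20.2 CPM (SD, n = 3) in saline, 3.06 ± 2.14 after i.v. TLZ and 1.65 ± 0.884 after NanoTLZ. The high saline mean came from A3688, with 40.2 CPM. Against saline, the log2 fold change of *Myb* was -2.48 after i.v. TLZ (standard error 0.95, adjusted p = 0.444) and -3.36 after NanoTLZ (standard error 0.99, adjusted p = 0.552). Without A3688, these fold changes were smaller, at -0.81 and -1.68. For *Myb*, the DESeq2 fits called NanoTLZ in all 3 cases and i.v. TLZ in none. The direct comparison of the treatments gave a log2 difference of -0.88 for *Myb* (standard error 0.92), with an unadjusted p of 0.36.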

Oncogenes, like *Kit* and *Myb*, were also downregulated after treatment with i.v. Talazoparib or NanoTLZ, respectively. 

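*Eef1a2* (ENSMUSG00000016349), which encodes a translation elongation factor, lies on chromosome 2 from 181147653 to 181157014 and had few counts. The saline tumors had 1 count in A3673, 79 in A3685 and 179 in A3688, and no treated tumor had more than 3 counts. Compared with the saline mean, expression was at least 25.5-fold lower after i.v. TLZ and at least 26.0-fold lower after NanoTLZ, but saline tumor A3673 was itself below 3 counts. The gene did not pass edgeR's filter on low counts. DESeq2 called it in both treatments in its 3 fits. The topoisomerase gene *Top2a* (ENSMUSG00000020914), on chromosome 11 from 98992943 to 99024189, had 332 ± 94.1 CPM (SD, n = 3) in saline, 88.7 ± 19.8 after i.v. TLZ and 144 ± 12.6 after NanoTLZ. Its log2 fold change was -1.90 after i.v. TLZ (standard error 0.30, adjusted p = 0.251) and -1.20 after NanoTLZ (standard error 0.29, adjusted p = 0.552). All treated tumors were below all saline tumors. DESeq2 called *Top2a* in each fit after i.v. TLZ and in none after NanoTLZ. The direct comparison gave a log2 difference of 0.70 between the treatments (standard error 0.29), with an unadjusted p of 0.0376 that did not pass adjustment.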

Downregulation of *Eef1a2* (eukaryotic translation elongation factor 1 alpha 2) and *Top2a* (topoisomerase II alpha) is consistent with growth arrest after treatment in both the i.v. Talazoparib and NanoTLZ groups. Interestingly, a group of myosin related genes were also regulated by Talazoparib treatment, including *Myl1, Myh1, Myh2, Myh4, Mybpc2* and *Mylpf*. 

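*Myh4* (ENSMUSG00000057003) had 88.3 ± 110 CPM (SD, n = 3) in saline, 0.107 ± 0.0952 after i.v. TLZ and 0.0987 ± 0.0964 after NanoTLZ. Its log2 fold change was -9.63 after i.v. TLZ (standard error 1.47, adjusted p = 0.248) and -9.68 after NanoTLZ (standard error 1.47, adjusted p = 0.377). *Myl1* (ENSMUSG00000061816), on chromosome 1 from 66924295 to 66945404, was at least 101.6-fold lower after i.v. TLZ, where no tumor had more than 1 count. It had a log2 fold change of -7.00 after NanoTLZ (standard error 1.12, adjusted p = 0.377). No treated tumor had more than 4 counts of *Myh4* or *Myl1*, close to the floor of 3 counts, so the sizes of these fold changes are uncertain. When the mean of both treatments was compared with saline, edgeR called *Myh4* and *Myl1* lower (adjusted p = 0.0207 for both). The other 4 genes were lower as well. *Mybpc2* and *Mylpf*, on chromosome 7, had log2 fold changes of -3.68 and -4.71 after i.v. TLZ and of -3.61 and -4.71 after NanoTLZ. *Myh1* had log2 fold changes of -5.06 and -5.14 in the same order of treatments. *Myh2* did not pass the filter on low counts, since saline tumor A3673 had 1 count and no treated tumor had more. Compared with its saline mean, it was at least 31.7-fold lower after i.v. TLZ and at least 32.3-fold lower after NanoTLZ. *Myh1*, *Myh2* and *Myh4* are neighbors on chromosome 11 between 67171027 and 67260446, and the counts do not show how reads that match more than 1 of them were assigned. In each of the 5 genes tested, all 6 treated tumors were below all 3 saline tumors. Within the saline group the myosin genes varied widely, with 6.01 CPM of *Myh4* in A3673, 45.9 in A3685 and 213 in A3688. Genes of skeletal muscle outside the myosins fell with them, and all 25 tested were lower, with a median log2 fold change of -2.26 after i.v. TLZ (adjusted p = 0.196 from camera) and -2.31 after NanoTLZ (adjusted p = 0.201). Their mean log2 CPM was lower in all 6 treated tumors than in all 3 saline tumors. An exact two-sided permutation test gave p = 0.0119, or 0.0452 after adjustment over 19 scores. *Kit*, *Sod3*, the myosins and *Col2a1* had the same p and were picked from these same tumors by the paper or here. The adjusted p of the muscle set falls under 0.05 only because these scores share the smallest p. DESeq2 called 5 of the 6 myosin related genes in both treatments in all its fits, and *Myh2* only after i.v. TLZ in the fit to 2 groups. Without a filter on low counts, edgeR also called *Myh4* and *Myl1* in both treatments.

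**Figure D2:**
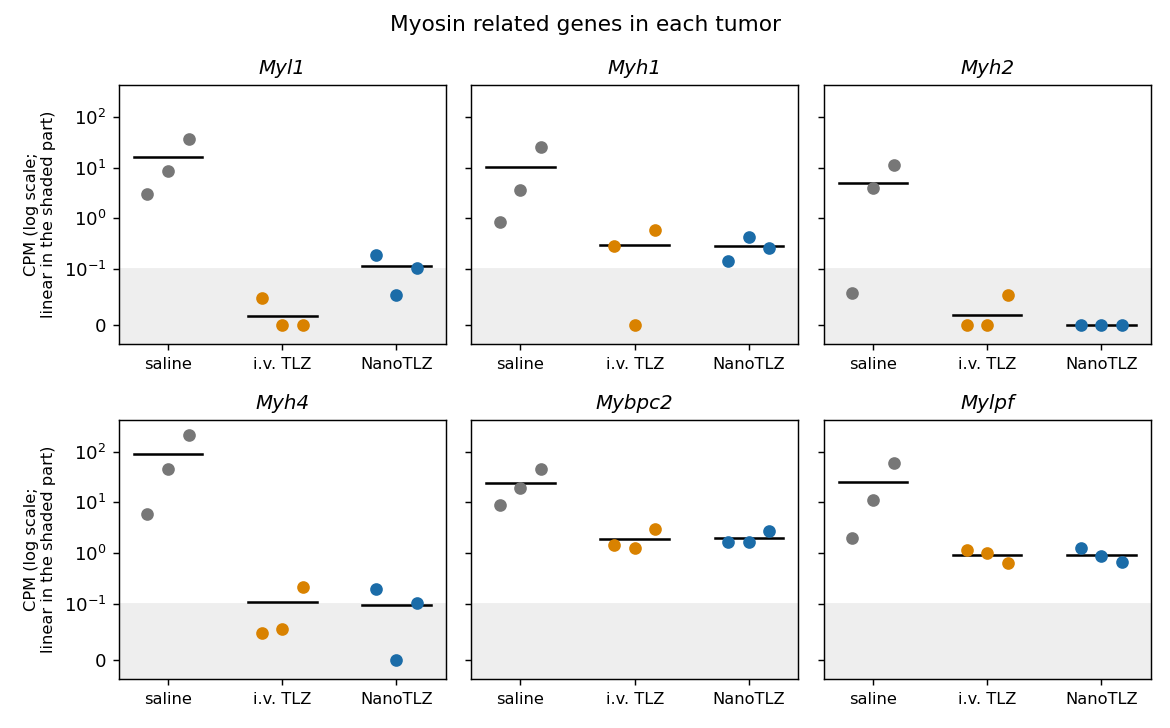
CPM of 6 myosin related genes in each tumor, on a log scale above 0.1 CPM and a linear scale in the shaded part. Each point is 1 tumor and each line is the mean of the 3 tumors of a group. The treated tumors lie below the saline tumors in every panel except for *Myh2* in saline tumor A3673, which is near the treated tumors.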

Myosins play critical roles in various processes during tumor development, including cell adhesion, migration, and suppression of apoptosis. Accumulating studies suggest that many kinds of myosins are involved in the formation and development of cancer 39-41. In addition, some genes that respond to the DNA damage were upregulated in the treatment groups, such as *Gadd45* and *Sod3*.

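The paper does not say which *Gadd45* gene is meant, and all 3 members were examined. *Gadd45a* (ENSMUSG00000036390), on chromosome 6 from 67035096 to 67037457, had 10.5 ± 6.65 CPM (SD, n = 3) in saline, 28.8 ± 2.45 after i.v. TLZ and 23.4 ± 6.62 after NanoTLZ. Its log2 fold changes were 1.46 (standard error 0.53, adjusted p = 0.443) and 1.16 (standard error 0.52, adjusted p = 0.559). *Gadd45g* (ENSMUSG00000021453) had log2 fold changes of 1.21 after i.v. TLZ (standard error 0.37) and 1.09 after NanoTLZ (standard error 0.36). For both of these genes, all treated tumors were above all saline tumors. *Gadd45b* (ENSMUSG00000015312) had smaller log2 fold changes of 0.48 and 0.57, and its groups overlapped. In the alternatives tried, *Gadd45g* was called only after NanoTLZ by DESeq2 fitted to 2 groups, and *Gadd45a* and *Gadd45b* by none. *Sod3* (ENSMUSG00000072941), which encodes the extracellular superoxide dismutase, lies on chromosome 5 from 52363791 to 52371418. It had 6.82 ± 5.41 CPM (SD, n = 3) in saline, 87.9 ± 40.6 after i.v. TLZ and 60.4 ± 23.7 after NanoTLZ, and all treated tumors were above all saline tumors. The log2 fold change of *Sod3* was 3.69 after i.v. TLZ (standard error 0.84, adjusted p = 0.395) and 3.15 after NanoTLZ (standard error 0.82, adjusted p = 0.552). The 3 DESeq2 fits called *Sod3* in both treatments. A set of 25 genes of the p53 and DNA damage response had median log2 fold changes of 0.14 after i.v. TLZ, with 17 genes higher, and 0.22 after NanoTLZ, with 16 genes higher. Neither passed the adjusted threshold in camera (adjusted p = 0.196 and 0.251).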

Notably, NanoTLZ regulated several immune-related genes including cytokines (e.g. *Cxcl12*, *IL13ra2*) and immunoglobulins (e.g. *Igha, Igkc, Ighg2b, Igj*), which were not affected by i.v. free Talazoparib. 

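*Cxcl12* (ENSMUSG00000061353), on chromosome 6 from 117168535 to 117181367, had 4.88 ± 1.97 CPM (SD, n = 3) in saline, 17.2 ± 9.96 after i.v. TLZ and 21.23 ± 3.85 after NanoTLZ. Its log2 fold change was 1.82 after i.v. TLZ (standard error 0.55, adjusted p = 0.42) and 2.12 after NanoTLZ (standard error 0.56, adjusted p = 0.552). The 3 NanoTLZ tumors and 2 of the 3 i.v. TLZ tumors were above all saline tumors. DESeq2 called *Cxcl12* in its 3 fits after NanoTLZ and in none after i.v. TLZ, and the direct comparison gave a log2 difference of 0.30 between the treatments (standard error 0.53, unadjusted p of 0.579 from edgeR). *Il13ra2* (ENSMUSG00000031289), on the X chromosome, had 4 to 8 counts in the saline tumors, 93, 2 and 56 counts in the i.v. TLZ tumors and 24 to 39 counts in the NanoTLZ tumors. The log2 fold change was 3.16 after i.v. TLZ (standard error 1.00, adjusted p = 0.429) and 2.60 after NanoTLZ (standard error 0.99, adjusted p = 0.552), so that the direct difference was negative, at -0.56 (standard error 0.90, unadjusted p of 0.549). *Igha* (ENSMUSG00000095079), an immunoglobulin heavy chain constant gene on chromosome 12, had 2.27 ± 2.56 CPM (SD, n = 3) in saline, 39.6 ± 64.3 after i.v. TLZ and 55.4 ± 56.4 after NanoTLZ. Its log2 fold changes were 4.12 (standard error 1.73, adjusted p = 0.46) and 4.61 (standard error 1.77, adjusted p = 0.552). *Igkc*, *Ighg2b* and *Jchain*, the current symbol of *Igj*, had log2 fold changes of 3.55, 3.23 and 2.87 after i.v. TLZ and of 4.19, 4.47 and 3.53 after NanoTLZ. High values were confined to i.v. TLZ tumor B3638 and NanoTLZ tumors C3519 and C3698, at 114, 116 and 46.8 CPM of *Igha*, while none of the other 6 tumors was above 5.20 CPM. For these 4 genes, the direct differences between the treatments lay between 0.48 and 1.25 on the log2 scale, with unadjusted p-values in edgeR between 0.418 and 0.755. Because this direct comparison was conservative, such p-values do not show that the treatments act alike on these genes. DESeq2 fitted to 2 groups called *Il13ra2* and the 4 immunoglobulin genes after NanoTLZ, and no other setting did. For *Igha* and *Igkc* after i.v. TLZ, the DESeq2 fit to 2 groups gave no p, so that a call was not tested there. The immunoglobulin set of 13 genes had median log2 fold changes of 0.80 after i.v. TLZ (9 genes higher, adjusted p = 0.83) and 1.35 after NanoTLZ (10 genes higher, adjusted p = 0.251). Without i.v. TLZ tumor B3638, the median after i.v. TLZ was -0.57, and the log2 fold changes of *Igkc* and *Ighg2b* were -0.36 and -0.40. The median of the set after NanoTLZ ranged from 0.50 to 3.44 when single tumors were left out. For *Cxcl12*, *Il13ra2* and the 4 immunoglobulin genes, the direction of the direct difference changed in at least 1 of the fits that each left out 1 tumor. Across the 9 tumors, the mean of the immunoglobulin constant genes followed that of the plasma cell genes *Jchain*, *Mzb1* and *Derl3*, with a Pearson correlation of 0.933 (exact permutation p = 0.000317) and a Spearman correlation of 0.883 (exact permutation p = 0.00307). The Pearson p was 0.00127 after adjustment over 4 relations, and r was 0.847 without B3638 and C3519, the tumors farthest from the median. *Jchain* is itself among the genes at issue, and without it Pearson's r was 0.561 for the mean of the other 2 genes (exact permutation p = 0.112), with 0.860 for *Mzb1* and -0.593 for *Derl3*.

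**Figure D3:**
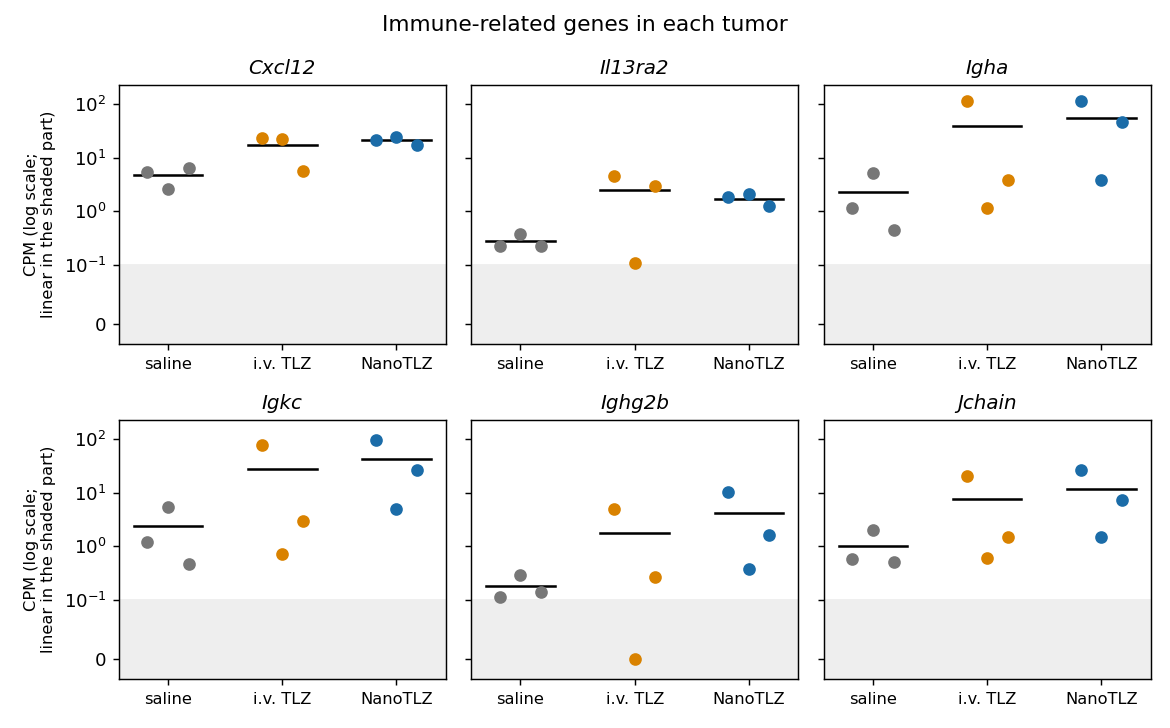
CPM of 6 immune-related genes in each tumor, on a log scale above 0.1 CPM and a linear scale in the shaded part. Each point is 1 tumor and each line is the mean of the 3 tumors of a group. The immunoglobulin genes are high in 1 i.v. TLZ tumor and 2 NanoTLZ tumors, and the 2 treatments overlap in every panel.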

Cxcl12 enhances anti-cancer immunity and thus blocks both metastasis and primary tumor growth particularly in breast cancer 42. IL13ra2 (Interleukin-13 receptor α2 chain) has also been shown to inhibit tumorigenicity of breast and pancreatic cancer in animal models 43.

A panel of genes was further validated by real-time PCR using RNA aliquots from the same samples as the RNAseq analysis and additional samples from other mice in each group (N=5 mice, Figure 5C). The PCR results confirmed the RNAseq analysis for *TNFRSF19, Eef1a2, Kit, Top2a, Sod3, and Cxcl12.* Although tumor samples treated with empty nanoparticles were not included in the original RNAseq comparison, they were analyzed using real-time PCR to evaluate the expression of a few genes that were significantly regulated by NanoTLZ. 

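The RT-qPCR measurements were not analysed here. In the RNAseq, *Tnfrsf19* (ENSMUSG00000060548), which lies on chromosome 14 from 60963875 to 61046490, had 21.6 ± 8.71 CPM (SD, n = 3) in saline, 3.8 ± 2.38 after i.v. TLZ and 5.16 ± 2.02 after NanoTLZ. Against saline, it had a log2 fold change of -2.51 after i.v. TLZ (standard error 0.59, adjusted p = 0.405) and -2.07 after NanoTLZ (standard error 0.58, adjusted p = 0.552). All treated tumors were below all saline tumors. DESeq2 called *Tnfrsf19* after i.v. TLZ in its 3 fits, and after NanoTLZ in the fit to 2 groups and in the fit without the Cook's distance filter.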

Interestingly, empty nanoparticles significantly (p<0.05) upregulated the expression of *Cxcl12,* suggesting an immune response was induced by the nanocarrier (Figure S5). However, as expected, genes like *Top2a* were not regulated by empty nanoparticles (Figure S5). Because regulation of proliferation, cell cycle arrest, and DNA damage were observed at the level of gene expression, protein expression of biomarkers in these cellular processes including PCNA, CyclinD1, CyclinE1, c-caspase 3, and γH2AX was analyzed by either western blotting or immunohistochemistry (Figure 5D-E). 

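The mean log2 CPM of the proliferation genes lay between 5.24 and 6.42 in the saline tumors and between 4.22 and 5.41 in the treated tumors. The NanoTLZ tumors were below all saline tumors, and the i.v. TLZ tumors overlapped with saline. An exact two-sided permutation test of the 6 treated against the 3 saline tumors gave p = 0.0238, or 0.0566 after adjustment over 19 scores. For the genes of the p53 and DNA damage response, the mean was higher by 0.38 on the log2 scale in the treated tumors, with the same exact p and adjusted p. *Mki67*, a marker of dividing cells, had log2 fold changes of -2.09 after i.v. TLZ (standard error 0.70, adjusted p = 0.437) and -2.26 after NanoTLZ (standard error 0.71, adjusted p = 0.552), but its groups overlapped, and 1 saline tumor, A3688, had 940.0 CPM. Among the transcripts of the proteins measured by western blotting, *Pcna* and *Ccnd1* changed less than *Mki67*. *Pcna* (ENSMUSG00000027342) had 184 ± 37.5 CPM (SD, n = 3) in saline and log2 fold changes of -0.23 after i.v. TLZ and -0.28 after NanoTLZ (standard error 0.27 for both). *Ccnd1* (ENSMUSG00000070348), which encodes Cyclin D1, had log2 fold changes of 0.10 and -0.27 (standard error 0.41 for both). The gene *LTO1* overlaps it on the opposite strand and had 4993 counts in all tumors together. *Ccne1* (ENSMUSG00000002068), which encodes Cyclin E1, had 15.3 ± 6.02 CPM (SD, n = 3) in saline, 6.88 ± 1.26 after i.v. TLZ and 6.59 ± 2.84 after NanoTLZ, with all treated tumors below all saline tumors. Its log2 fold change was -1.15 after i.v. TLZ (standard error 0.44, adjusted p = 0.444) and -1.21 after NanoTLZ (standard error 0.44, adjusted p = 0.552). The direction of *Ccnd1* after i.v. TLZ changed when single tumors were left out. *Mki67*, *Pcna*, *Ccnd1* and *Ccne1* were not called in any setting. *Parp1*, which encodes the target of Talazoparib, had log2 fold changes of -0.87 after i.v. TLZ (adjusted p = 0.443) and -0.45 after NanoTLZ (adjusted p = 0.653). The paper gives the regulation of these processes at the level of gene expression as its reason for measuring the protein biomarkers.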

PCNA, a biomarker of proliferation, was significantly (p<0.05) downregulated with NanoTLZ treatment (quantified in Figure S6). There was a striking decrease of Cyclin D1 and Cyclin E1 protein expression in the NanoTLZ treated tumor lysates, indicating cell cycle arrest. γH2AX was detected on tumor sections treated with NanoTLZ (Figure 5E), demonstrating increased DNA damage after treatment. Similar effects on proliferation, cell cycle arrest and DNA damage were also observed in the i.v. TLZ group but at a lower magnitude than the nanoTLZ group (Figure S7A-B).

### NanoTLZ modulates immune cell populations in mammary gland, spleen and tumor

Because NanoTLZ regulated immune-associated genes in the tumor, we then examined the effects of NanoTLZ on immune populations within the tumor microenvironment. 

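Transcripts that mark the main immune cell populations were examined in the same 9 tumors. *Ptprc*, the gene of the pan-leukocyte marker CD45, had 54.8 ± 37.2 CPM (SD, n = 3) in saline, 45.1 ± 20.2 after i.v. TLZ and 73.4 ± 20.1 after NanoTLZ. Its log2 fold change after NanoTLZ was 0.42 (standard error 0.58, adjusted p = 0.832). The T cell genes *Cd3e*, *Cd4* and *Cd8a* had log2 fold changes after NanoTLZ of 1.84, 1.09 and 1.79, with adjusted p-values from 0.608 to 0.651. After i.v. TLZ they were 0.91, -0.22 and 0.34. *Foxp3*, a marker of regulatory T cells, had 2 to 4 counts in the saline tumors, 5 to 15 in the i.v. TLZ tumors and 10 to 17 in the NanoTLZ tumors. Its log2 fold changes were 1.45 after i.v. TLZ (adjusted p = 0.494) and 2.18 after NanoTLZ (adjusted p = 0.552). All 6 treated tumors were above all saline tumors, but for i.v. TLZ this rests on 5 against 4 counts. The direction after NanoTLZ is opposite to the decrease in Foxp3 staining that the paper reports. That staining counted cells around the tumor by protein, which is an unlike measure. The gene *Ppp1r3f*, which overlaps *Foxp3* on the opposite strand, had 1070 counts in all tumors, and *Flicr*, on the same strand, had 59. The counts do not show how reads that match both *Foxp3* and *Flicr* were assigned. The myeloid genes *Itgam* and *Adgre1* had log2 fold changes of 0.70 (adjusted p = 0.694) and 1.07 (adjusted p = 0.563) after NanoTLZ. *Ly6g* had 0 to 4 counts in the NanoTLZ tumors and 2 to 18 in the saline tumors and did not pass the filter. None of the other 7 genes was called in any setting. After i.v. TLZ, the direction of *Ptprc*, *Cd3e*, *Cd4*, *Cd8a*, *Itgam* and *Adgre1* changed when single tumors were left out, as did that of *Ptprc* after NanoTLZ. A set of 18 T cell genes was higher after NanoTLZ in all 18, with a median log2 fold change of 1.73 (adjusted p = 0.201 from camera), against 14 of 18 and a median of 0.64 after i.v. TLZ (adjusted p = 0.83). A set of 19 myeloid genes had medians of 0.65 after NanoTLZ, with 15 higher, and 0.18 after i.v. TLZ, with 12 higher (adjusted p = 0.261 and 0.83). In the mean log2 CPM of the T cell set, the 3 NanoTLZ tumors (0.99 to 1.92) were above the 3 saline tumors (-0.29 to 0.85), while the i.v. TLZ tumors overlapped with saline. In the myeloid set both treatments overlapped with saline. With both treatments pooled, exact two-sided permutation tests against saline gave p = 0.202 for T cells and 0.286 for myeloid cells.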

Here, we used our Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mouse model and investigated the effects of saline, empty nanoparticle (vehicle), NanoTLZ and i.v. Talazoparib on immune populations. Mice bearing tumors (4 mm in diameter) were treated with either saline, empty nanoparticle, NanoTLZ or i.v. Talazoparib for 5 doses (0.33 mg/kg, 3 times a week). Fresh tumors, spleens and mammary glands without visible tumors were collected and processed for flow cytometry. No significant changes in immune populations were observed in empty nanoparticle treated mice compared to saline control (Figure 6A-C). Both NanoTLZ and i.v. Talazoparib induced a decrease in the percentage of myeloid-derived suppressor cells (MDSCs - CD45^+^, CD11b^+^, Gr-1^+^) in the spleen compared to saline group, but it is only statistically significant (p<0.05) in the NanoTLZ group (Figure 6A). Interestingly, NanoTLZ significantly (p<0.05) increased the total immune cells (CD45^+^) and total T cells (CD45^+^, CD3^+^) in the mammary gland (Figure 6A). These changes were not observed with free i.v. Talazoparib treatment. Importantly, NanoTLZ also induced a striking and significant (p<0.05) decrease of MDSCs, a critical immune-suppressive population, in the tumors, while the change was not significant in the free Talazoparib group (Figure 6C). The results detected by flow cytometry were confirmed by immunohistochemistry (Figure 6D). Although no significant difference was observed in the percentage of CD4^+^ or CD8^+^ T cells in either the NanoTLZ or i.v. Talazoparib group in tumors, the percentage of Foxp3 positive cells around the tumor was significantly (p<0.01) decreased in the NanoTLZ group compared to saline controls (Figure 6D and quantified in Figure S8). The differences in CD45^+^ cells and T cells in the mammary glands were observed at pre-lesion sites where no palpable lesions were detected.

## Discussion

To overcome the limitations of oral administration and increase the specific targeting of tumors, we encapsulated Talazoparib into nano liposomes. Our studies demonstrated that this nano-formulation enhanced the efficacy of Talazoparib with prolonged progression free survival and overall survival in BRCA-deficient mice. Compared to free Talazoparib, NanoTLZ was more effective with higher percentages of tumor regression and complete regression achieved, leading to greater overall survival and longer time to disease progression. Moreover, our nano-formulation also reduced the toxicity of Talazoparib.

Although Talazoparib is a more potent drug than Olaparib and thus administered at a lower dose, it is also more toxic clinically. 55% of patients receiving Talazoparib developed adverse grade 3-4 hematological events, mainly anemia, and 25% of patients treated with this PARP inhibitor presented with alopecia. Other common (≥20%) adverse reactions with Talazoparib treatment in patients include fatigue, decreased appetite, vomiting, and nausea. Our BRCA-deficient mouse model mimics the toxicity observed in human patients after Talazoparib treatment. There was a significant (p<0.05) loss of body weight in the free Talazoparib treatment groups, and alopecia also was observed in both free Talazoparib groups. NanoTLZ, excitingly, had decreased toxicity, evident by the absence of weight loss and alopecia. In addition, worse toxicity has also been observed in clinical trials that combine PARP inhibitors with DNA damaging agents 44-50. Severe side effects experienced during trials with PARP inhibitors and a number of chemotherapeutics required the dose and exposure of PARP inhibitors to be reduced, leading to subtherapeutic doses and ineffective combinations. A clinical trial of oral TLZ in combination with carboplatin required all patients to undergo treatment delay and dose reduction after cycle one due to adverse toxicity 50. With our new nano-liposome formulation, NanoTLZ, which was better tolerated than free TLZ, significantly improved both PFS and OS compared to free TLZ. Future studies will investigate if similar efficacy and toxicity results are observed when NanoTLZ is combined with chemotherapy.

Because of the EPR effect, nano-carriers accumulated in the tumor of the BRCA-deficient mice and greatly improved the specificity of targeting to the tumor. Liposome-PEG nanocarriers also facilitate cellular uptake. In addition, NanoTLZ induced a striking decrease of MDSCs in the tumor, which was not found with free Talazoparib treatment. NanoTLZ also increased the infiltration of T cells into the pre-lesion sites in the mammary gland of BRCA-deficient mice. Although no significant differences in drug levels were detected in tumor lysates 24 hours after treatment with NanoTLZ and i.v. TLZ, the multiple different effects that we describe when comparing NanoTLZ to free Talazoparib are important benefits of this novel delivery system. Although the EPR effect is model-dependent, the improvements to Talazoparib achieved by using a nanoparticle formulation could bring better therapeutic outcomes and improved quality of life during treatment for breast cancer patients if similar EPR effects are observed in humans.

With the advance of nanotechnology and its unique properties, nanomedicine has emerged as a promising approach in cancer therapeutics. Doxil (liposomal formulation of doxorubicin) and Abraxane (albumin-bound nanoparticle of paclitaxel) are two successful examples of drug delivery nanoparticles. Doxil, as the first FDA-approved nano-drug, has a prolonged circulation time with better effects than other forms of doxorubicin hydrochloride and fewer side effects 51. Abraxane, nab-paclitaxel, was designed to overcome the barrier of effective drug delivery with the conventional formulation because of the lipophilic nature of taxane. To date, Abraxane has been approved for the treatment of metastatic breast cancer, non-small cell lung cancer, and pancreatic cancer. By choosing liposomes as the nano-carrier, our study is clinically relevant. Liposomes were the first approved drug-delivery vehicles because of their biocompatibility and biodegradability. Over ten liposomal formulations have been approved for different indications, and numerous other liposomes are being tested in clinical trials 22. Liposomal-based drugs have a series of advantages including greater solubility, increased half-life, the ability to overcome drug resistance, and increased specificity to the target site. Although a drawback of liposomes is a rapid capture and clearance by the RES, it can be overcome by PEGylation of the liposome, which induces steric hindrance.

Several other groups have made nanoformulated PARP inhibitors. A lipid-based injectable nanoformulation of Olaparib was developed to sensitize PTEN/TP53-deficient prostate cancer to radiation 52. Tumor specific proteins can also be conjugated onto liposomes to enhance targeted drug delivery. For example, plectin-targeted liposomes enhance the therapeutic efficacy of a PARP inhibitor (AZ7379) in the treatment of ovarian cancer in animal models 53. Recently, a solid lipid nanoparticle formulation of Talazoparib was reported and has been tested in *BRCA1* mutant triple negative breast cancer cell lines *in vitro*. The solid lipid formulated Talazoparib was more effective than Talazoparib in inhibiting cell growth in breast cancer cell lines and overcame HR-mediated resistance in TNBC cells 54 but was not tested *in vivo*. Here, we developed a novel liposome-based nanoformulation for Talazoparib and, to our knowledge, were the first to extensively evaluate its effects in a spontaneous and clinically relevant mouse model of breast cancer.

Notably, we also investigated the immunomodulatory effects of Talazoparib and compared it to NanoTLZ in this study. In a mouse model of ovarian cancer, Talazoparib increased peritoneal CD8^+^ T cells and NK cells 55. We, for the first time, have characterized immune populations within the tumor microenvironment in a BRCA-deficient breast cancer model. Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice develop tumors at an average age of 24-32 weeks and recapitulate BRCA-deficient breast cancer in humans. By using this spontaneous tumor model, an intact immune system is present, which allows us to study the endogenous tumor microenvironment. Notably, our data showed that Talazoparib decreased the percentage of MDSCs, which is an immuno-suppressive population. NanoTLZ was more effective than free Talazoparib in reducing MDSCs in the tumor. MDSCs are known to inhibit the host immune response in breast cancer patients and limit the effectiveness of immunotherapies 56. Meanwhile, Foxp3 expression, a marker of T regulatory cells, another immunosuppressive population, was decreased with NanoTLZ treatment. NanoTLZ also had additional effects beyond Talazoparib of modulating immune cells at the pre-lesion sites (Figure 6), suggesting a potential effect on newly developing tumors. RNAseq analysis (Figure 5) suggested that NanoTLZ, rather than Talazoparib, regulated immune-associated genes, which may explain the difference between NanoTLZ and Talazoparib on immune modulation. Interestingly, some effects on immune regulation may be induced by the nano-carriers, as empty nanoparticles upregulated *Cxcl12* expression. Additionally, our preliminary data suggests an increased activation of dendritic cells with NanoTLZ treatment compared to free TLZ, which will be fully explored in future studies.

In addition to the immunomodulation of NanoTLZ, PARP inhibitors have recently been shown to upregulate PD-L1 expression 57. Therefore, there is a strong rationale for combining NanoTLZ with immunotherapies, such as PD1/PDL-1 immune checkpoint inhibitors. With its reduced toxicity, NanoTLZ is also a better compound for combining with other anti-cancer agents. In fact, the first positive results of a clinical trial in breast cancer patients using the combination of immunotherapy with nanomedicine was recently reported. Median progression-free survival was significantly (p<0.05) extended from 5.5 months in patients with metastatic TNBC treated with placebo plus nab-paclitaxel to 7.2 months in patients treated with atezolizumab (anti-PD-L1) plus nab-paclitaxel 58. In the future, we will explore the combination of NanoTLZ and immunotherapy (anti-PD1/PDL-1 antibodies) for treating BRCA-deficient breast cancer.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
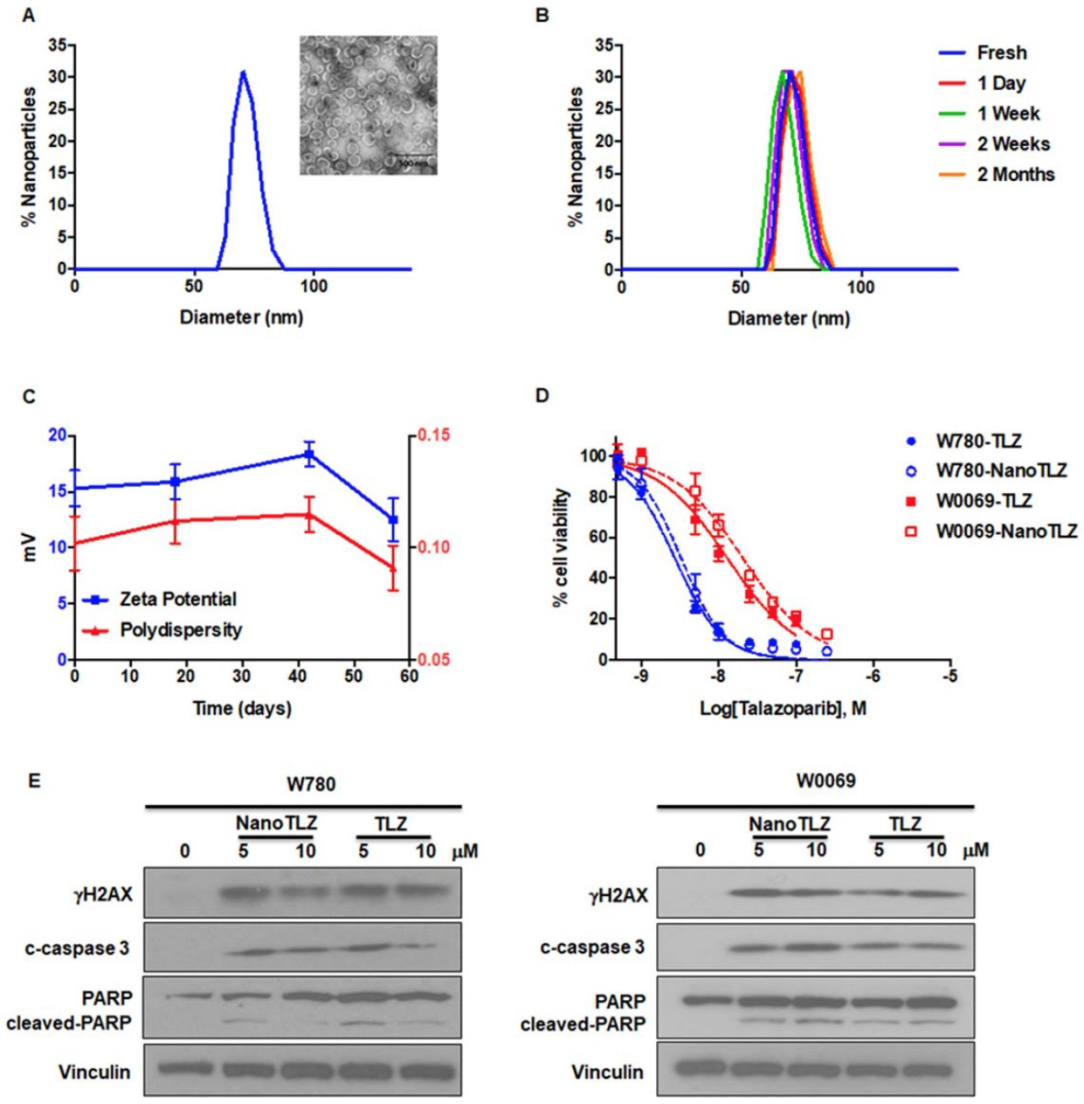
Characterization of Nano-Talazoparib (NanoTLZ). A. Physicochemical characterization of NanoTLZ via dynamic light scattering and (inset) transmission electron microscopy after staining with 1.0% uranyl acetate illustrates a monodisperse formulation with an average diameter of 75 nm. B and C. NanoTLZ is stable in size, zeta potential and polydispersity, for up to 2 months in storage at 4°C. D. W780 and W0069 cells were treated with NanoTLZ or free Talazoparib (TLZ) for 6 days. Cell viability was detected by the MTS assay. E. W780 and W0069 cells were treated with NanoTLZ or free Talazoparib (TLZ) for 48 hrs. NanoTLZ and TLZ increased the expression of γH2AX, cleaved-caspase 3 (c-caspase 3) and cleaved-PARP in these BRCA-deficient breast cancer cells.

**Figure 2:**
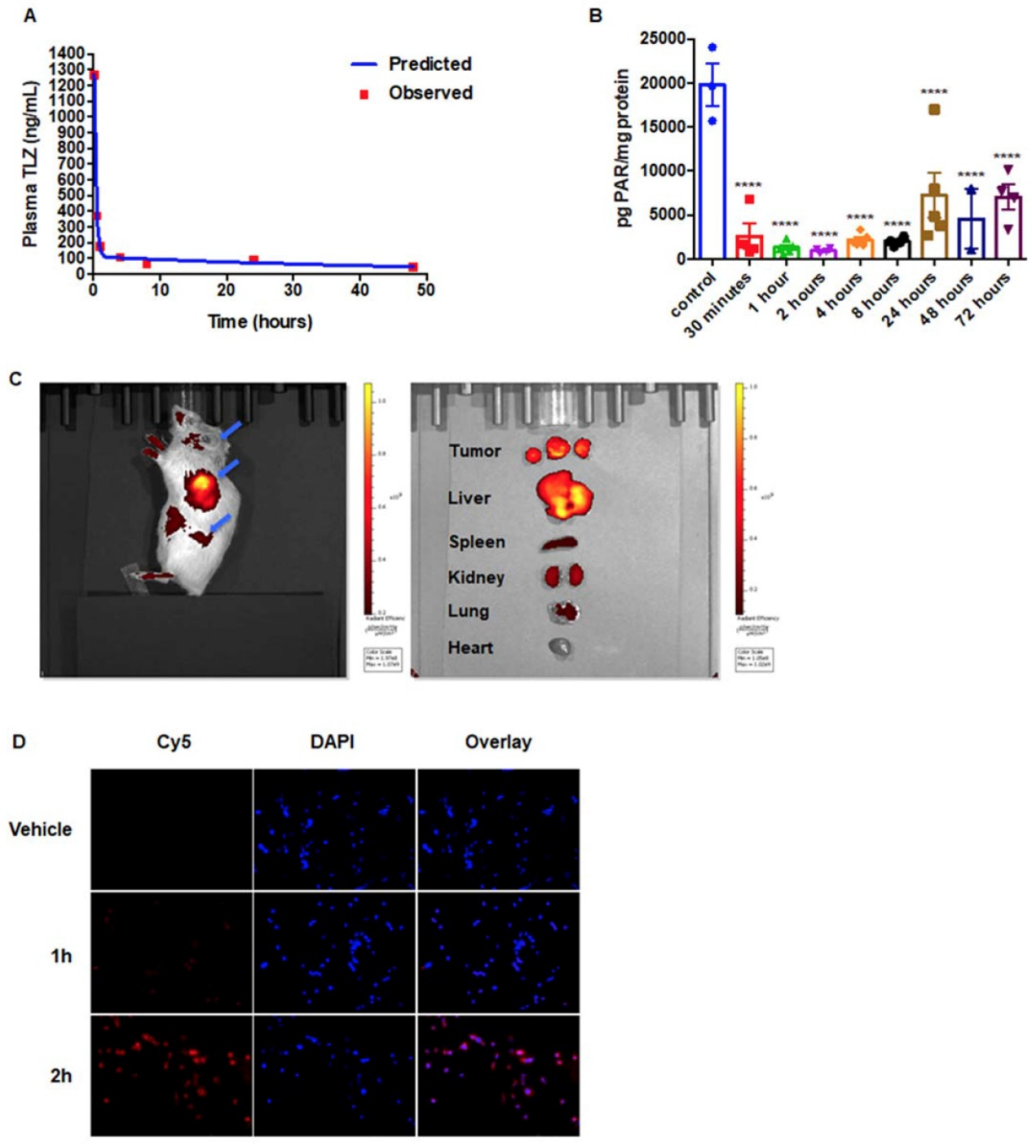
Pharmacokinetics and pharmacodynamics of NanoTLZ. A. Mice bearing orthotopic BRCA-mutated human HCC1937 xenografts were injected with 1 mg/kg NanoTalazoparib (i.v.). Plasma drug concentrations were detected via HPLC. A two-compartment model was fit to the plasma data using PKSolver. B. Tumor PAR levels were detected via ELISA. ****, p<0.0001 for all time points compared to control C. Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice (N=4) were injected with a single dose of Cy5-encapsulated nanoparticles, and the fluorescent signal was detected using a IVIS spectrum imaging system 24 hrs after injection. Major organs were dissected after *in vivo* imaging (left) and biodistribution of nanoparticles in these organs was detected (right). Blue arrows point to tumors. Representative images are shown. D. W780 cells were treated with 5% empty nanoparticles (vehicle) or Cy5-encapsulated nanoparticles for 1-2 hrs. Fluorescent Cy5 signal was detected with a fluorescence microscope. 200x magnification.

**Figure 3:**
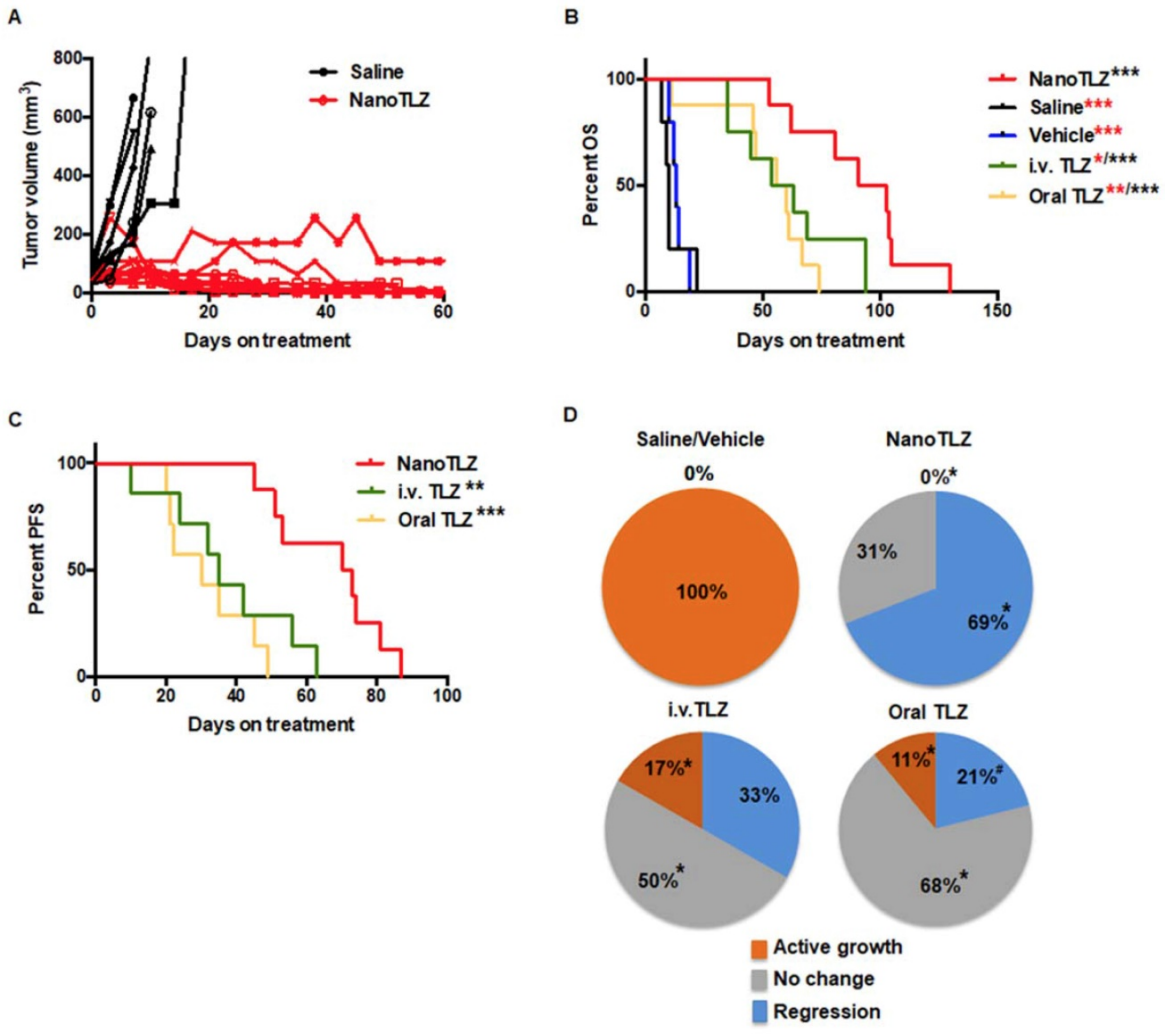
NanoTLZ prolonged the overall survival and was more effective in inducing tumor regression compared to free Talazoparib in BRCA-deficient mice. Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice were started on treatment when tumors were 4 mm in diameter. The treatments were either control (saline, i.v.), empty nanoparticles (vehicle, i.v.), NanoTLZ (i.v., 0.33 mg/kg), free Talazoparib (i.v.TLZ, i.v., 0.33 mg/kg), or free Talazoparib (oral TLZ, gavage, 0.33 mg/kg). Treatment was given three times a week. Mice were sacrificed when the tumor reached 10 mm in diameter. A. Growth curves of individual tumors treated with saline or NanoTLZ. (N= 6 in saline and 9 in NanoTLZ groups) B. NanoTLZ significantly prolonged the overall survival of BRCA-deficient mice compared to controls, oral TLZ and i.v. TLZ. N=5 in saline and vehicle groups, N=8 in NanoTLZ and TLZ treatment groups. Symbols in red: *, p<0.05, **, p<0.0.1, ***, p<0.001 vs. NanoTLZ. Symbols in black: ***, p<0.001 vs. saline. C. NanoTLZ significantly improved the progression free survival of BRCA-deficient mice compared to i.v. TLZ and oral TLZ. N=8. **, p<0.0.1, ***, p<0.001 vs. NanoTLZ. D. All tumors were classified into three groups: regressing (tumor volume decreased more than 50%), no change (tumor volume did not increase or decrease by more than 50%), active growth (tumor continued to grow and tumor volume increased more than 50%). N=6-19/group. *, p<0.05. vs. saline; ^#^, p<0.05 vs. NanoTLZ.

**Figure 4:**
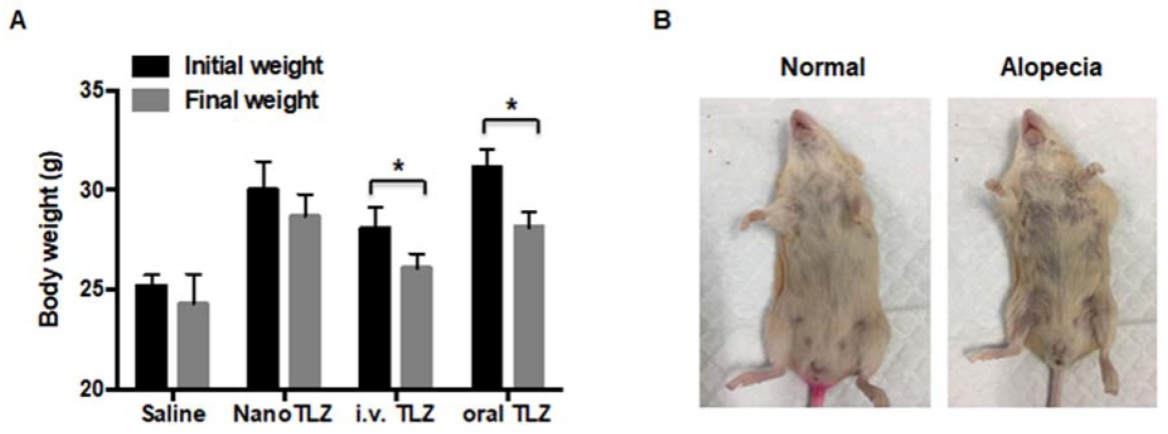
NanoTLZ is better tolerated than free Talazoparib in BRCA-deficient mice. A. Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice were treated three times a week and weighed prior to each treatment. Initial weight, the weight when the mice were started on treatment; final weight, weight after 10 injections of the corresponding treatment. Data presented as mean ± SEM. N=5 in saline group and N=8 in the NanoTLZ and Talazoparib treatment groups (i.v. TLZ and oral TLZ). *, p<0.05 vs*.* initial weight. B. Representative pictures of alopecia observed in free Talazoparib treatment groups.

**Figure 5:**
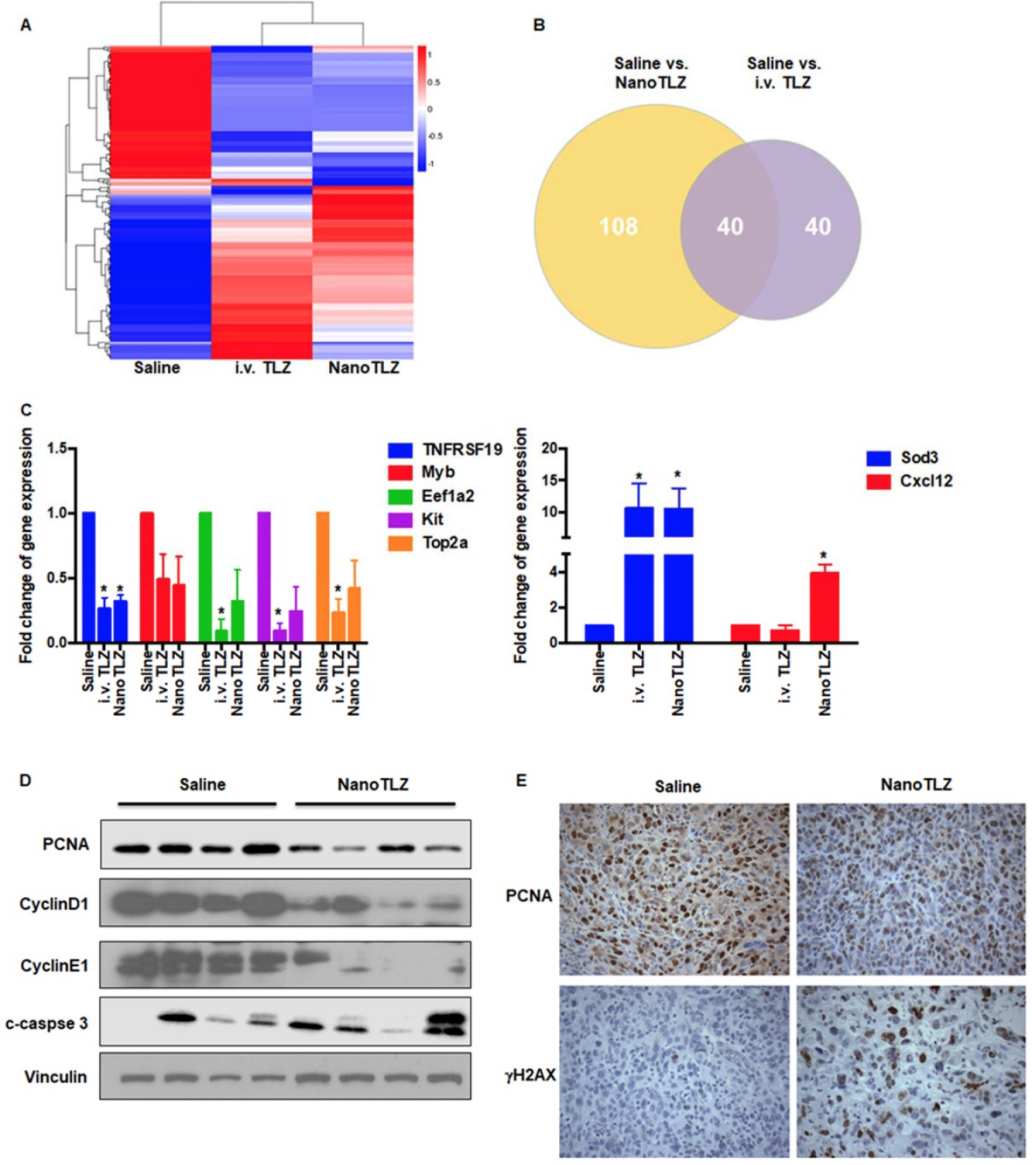
RNAseq analysis of tumors from BRCA-deficient mice treated with NanoTLZ or i.v. Talazoparib. When Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice developed tumors 4 mm in diameter, they were treated with either saline, NanoTLZ (0.33 mg/kg), or Talazoparib (i.v. TLZ, 0.33 mg/kg) by i.v. for 5 doses (3 times a week). Total RNA was isolated from the tumors and processed for RNAseq analysis. A. Cluster analysis of differentially expressed genes in each group. N=3 mice/group. B. Venn diagram of differentially expressed genes in NanoTLZ and i.v. Talazoparib group. C. Validation of gene expression by real-time PCR. Data presented as mean ± SEM. N=5 mice/group. *, p<0.05 vs. Saline. D. Protein expression of PCNA, CyclinD1, CyclinE1, cleaved-caspase (c-caspase) 3 in tumors treated with saline or NanoTLZ. Vinculin was used as the loading control. E. Immunohistochemistry of PCNA and γH2AX expression in tumor sections, 400x magnification.

**Figure 6:**
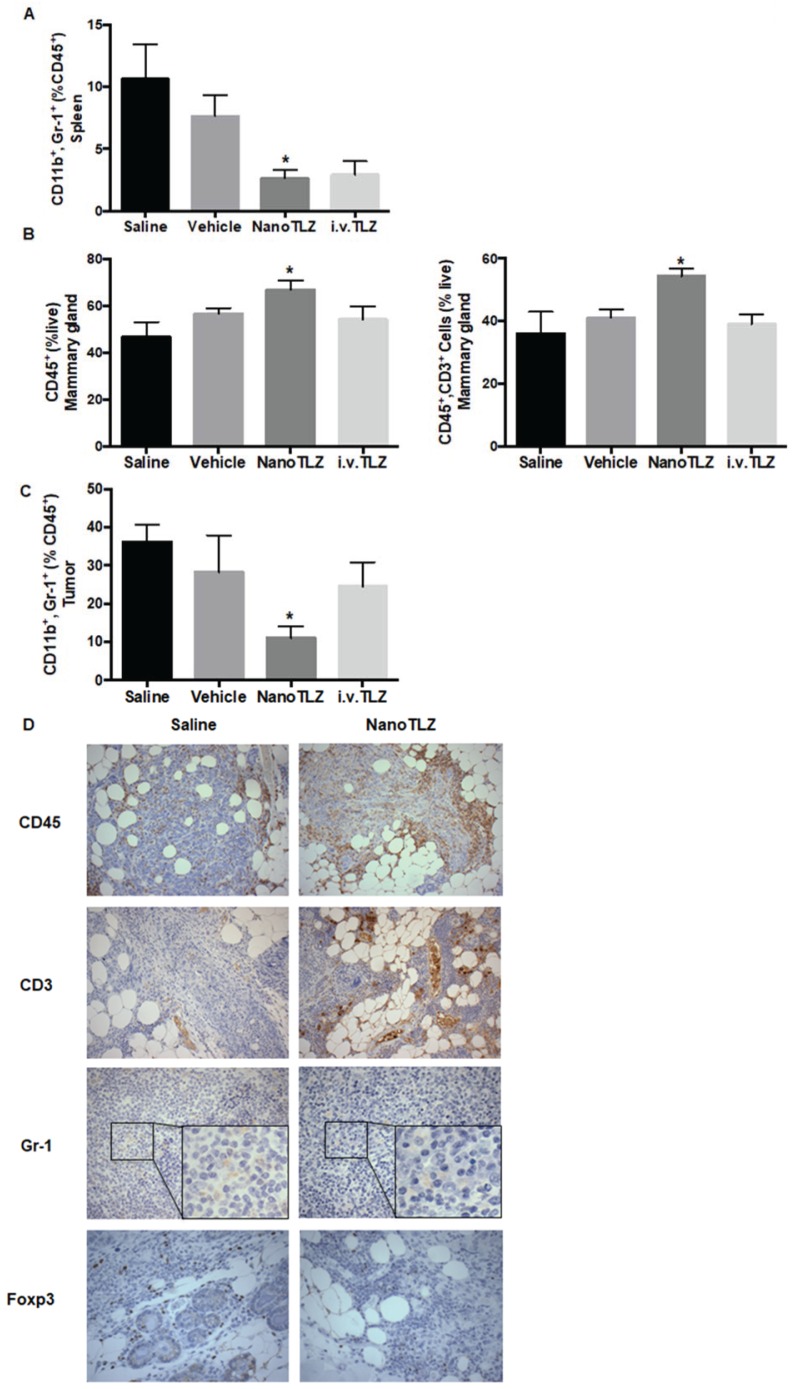
NanoTLZ modulates immune cell populations in BRCA-deficient mice. Brca1^Co/Co^;MMTV-Cre;p53^+/-^ mice bearing tumors (4 mm in diameter) were treated with 5 doses of saline, empty nanoparticle (vehicle), free TLZ (i.v. TLZ) or NanoTLZ, and tumor, spleen and mammary gland without visible tumors were collected for flow cytometry. The percentage of immune populations with significant changes in spleen, mammary gland, or tumor are shown from A to C, respectively. N=5 mice/group. *, p<0.05 vs*.* saline. D. The changes of total immune cells (CD45) and T cells (CD3) in mammary gland were confirmed by immunohistochemistry. The changes in myeloid-derived suppressor cells (MDSCs, Gr-1) in the spleen were also validated using immunohistochemistry, 200x magnification. The change of Foxp3 expression around the tumor was shown by IHC at 400x magnification.

## Abbreviations

ATM: Ataxia-Telangiesctasia mutated gene
ATR: Ataxia telangiectasia and Rad3 related
BRCA: breast cancer-associated gene
CHK1/2: checkpoint kinase 1/2
Cxcl12: C-X-C motif chemokine 12
Eef1a2: eukaryotic translation elongation factor 1 alpha 2
EPR: enhanced permeability and retention
FANCA: FA Complementation Group A
FANCD2: FA Complementation Group D2
Foxp3: forkhead box P3
HR: homologous recombination
IL13ra2: Interleukin-13 receptor subunit alpha-2
MDSC: myeloid-derived suppressor cell
Mybpc2: Myosin binding protein C
Myh1: striated muscle myosin heavy chain 1
Myl1: Myosin light chain 3
Mylpf: Myosin light chain, phosphorylatable, fast skeletal muscle
NK cells: natural killer cells
PARP: poly (ADP-ribose) polymerase
PEG: polyethylene glycol
PTEN: Phosphatase and tensin homolog
RES: reticuloendothelial system
RIN: RNA integrity number
Sod3: superoxide dismutase 3
Top2a: topoisomerase II alpha
TNBC: triple negative breast cancer
TNFRSF19: Tumor necrosis factor receptor superfamily, member 19

How the deposited data were processed for this re-analysis (not part of the article)

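The RNAseq of the paper was re-examined from the table of counts. RNA came from 9 tumors of Brca1 Co/Co;MMTV-Cre;p53+/- mice, 3 each after saline, i.v. TLZ and NanoTLZ, given as 5 doses 3 times a week, with 0.33 mg/kg per dose of Talazoparib in both treated groups. The authors deposited raw read counts per gene, which Novogene made for them as described in an earlier publication, without normalization. The paper's text does not name the aligner, the counting program, the genome build, the annotation or the strand setting. It names DESeq2 with an adjusted p under 0.05 in its statistics section, but not which tumors entered each fit. Tumors were assigned to groups from their labels and the paper's design, and all 9 columns of the table were used. No 2 columns were identical.

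The table lists 35275 genes by Ensembl identifier. Symbols and positions were taken from the GENCODE M21 annotation of GRCm38, in which 34490 identifiers were found and 785 were not. Total counts per tumor ranged from 17538380 to 21194980 with a median of 19747343. A level of 3 counts was taken as the floor, and fold changes against a group in which no tumor had more than 3 counts are given as lower bounds. Intervals and floors of this kind cover counting error only.

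Genes were kept by edgeR's filterByExpr function with its minimum count of 10 and minimum total count of 15, which left 15821 genes. Counts were normalized by TMM. Dispersions were estimated with estimateDisp, and 1 coefficient per group was fitted to all 9 tumors with glmQLFit and tested with glmQLFTest in edgeR 4.0.16 under R 4.3.3. The comparisons were i.v. TLZ with saline, NanoTLZ with saline, NanoTLZ with i.v. TLZ, and the mean of both treated groups with saline. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and genes with an adjusted p under 0.05 were called. Standard errors of edgeR's log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. Log2 CPM for scores and similarities used a prior count of 2. The 12 gene sets were tested with the camera function of limma 3.58.1, with the correlation between genes estimated from the data, and were adjusted over the 12 sets. Scores of gene sets in single tumors were compared between 6 treated and 3 saline tumors by exact two-sided permutation over 84 splits, and correlations between scores by exact two-sided permutation. Numerical work and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No paired analysis was possible because the groups share no replicate numbers, and the labels give no sequencing batch.

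The genes named in the text were every gene that the paper names for its RNAseq, RT-qPCR, western blots or flow cytometry, the transcripts of the drug target and of the genotype, and, for each comparison, up to 3 higher and 3 lower genes with the largest change among the called genes whose groups did not overlap. Only *Col2a1* entered by the last rule. This rule, the main test, the gene sets named at the paper's statements and the alternatives were chosen before the data were examined, apart from the additions listed next.

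Alternatives to the main processing were DESeq2 1.42.0 with its Wald test on all 9 tumors, on the 2 groups compared, and on all 9 tumors without its Cook's distance filter; edgeR on the 2 groups compared; RLE and upper quartile normalization; no filter on low counts and a minimum of 10 counts in every tumor; the robust quasi-likelihood dispersion; and each of the 9 tumors left out in turn. Gene sets were also tested with camera at a fixed correlation of 0.01 and with fry. For the correlation of the 2 treatment effects, different saline tumors were used for each treatment. The alternatives limma-voom, edgeR with legacy = FALSE, and a fit without the muscle and myosin genes were chosen after seeing the data, as were a set of cartilage genes and the test of plasma cell genes without *Jchain*.

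The methods were tested on simulated data. Counts were drawn for the 15821 genes from the real means and library sizes and from edgeR's dispersions, with 1 dispersion per gene for all groups. In a single draw, 200 genes were changed 8-fold in NanoTLZ only. In the comparison of NanoTLZ with saline, edgeR fitted to all 9 tumors called 139 of the 200 genes, all in the right direction, and 7 unchanged genes. DESeq2 fitted to 2 groups called 172 of them and 75 unchanged genes, and DESeq2 fitted to all 9 tumors called 179 and 53. In the simulated comparison of i.v. TLZ with saline, in which nothing was changed, edgeR called 0 genes, DESeq2 fitted to 2 groups 39 genes and DESeq2 fitted to all 9 tumors 27 genes. A simulated set of 40 genes that was shifted had a camera p of 4.19e-08 and an unshifted set a p of 0.799.

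Real-time PCR, western blots, immunohistochemistry, flow cytometry and the supplementary gene lists were not analysed here.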

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

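The tests of *Col2a1* on library size and on cartilage genes were chosen only after the result was seen.

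*Col2a1* (ENSMUSG00000022483), on chromosome 15 from 97975602 to 98004695, had the smallest p of all genes in edgeR's comparison of NanoTLZ with saline, and the paper's text does not discuss it. It was higher after NanoTLZ by a log2 fold change of 5.26 (standard error 0.49, adjusted p = 0.0127) and after i.v. TLZ by 3.50 (standard error 0.45, adjusted p = 0.242). Its mean was 15.0 ± 5.98 CPM in saline, 169 ± 25.6 after i.v. TLZ and 575 ± 255 after NanoTLZ (SD of 3 tumors). The 6 treated tumors had 2606 to 15445 counts and the 3 saline tumors 164 to 464. In edgeR's direct comparison of the treatments, the log2 difference was 1.76 (standard error 0.42) with an unadjusted p of 0.00183 and an adjusted p of 0.9999. DESeq2 on the 2 groups compared called this difference (adjusted p = 0.0312), and over the alternatives the adjusted p ranged up to 1.0.

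A larger library in the treated tumors is not the source, since their mean total count was 92.1% of the saline mean. Reads shared with other fibrillar collagen genes would raise those genes as well, but the highest log2 fold change among 6 of them after NanoTLZ was 1.06, for *Col5a1*. No annotated gene overlaps *Col2a1*. Cartilage in some of the samples would raise other cartilage genes, and the median log2 fold change of 11 of them after NanoTLZ was -0.0066. Of the 11 genes, 5 were higher after NanoTLZ, among them *Acan* with a log2 fold change of 4.91, *Ucma* with 1.19 and *Col11a2* with 1.14. Among the 6 lower genes, *Cnmd* had its highest count in saline tumor A3688 (3963) and *Hapln1* in A3673 (175), while *Snorc* was high in A3688 (9816) and A3685 (2189). The mean log2 CPM of the set was higher by 0.40 in the treated tumors (exact permutation p = 0.429). In the NanoTLZ tumors C3519, C3669 and C3698, it rose in the same order as *Col2a1*, from 4.26 to 4.64 and 5.47, but the i.v. TLZ and saline tumors were not in the same order in both. Cartilage in the samples is therefore not excluded. The call of 1 gene after NanoTLZ was made in 1 of the 10 splits of the saline and NanoTLZ tumors, the real one, and a design with 10 splits cannot give a share under 0.1. The call was lost when edgeR was fitted to 2 groups and when A3685, B3700 or C3669 was left out. Whether *Col2a1* changes in the tumor cells with Talazoparib is left open, and a response of the tumors is only a hypothesis, found and tested on the same 9 tumors. GC content, gene length and strain variants were not tested.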

How the results depend on the processing

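The settings limma-voom, legacy = FALSE and without muscle and myosin genes were chosen only after the result was seen. The number of called genes depended most on the tool. With DESeq2 on all 9 tumors, 100 genes were higher and 94 lower after i.v. TLZ and 54 higher and 47 lower after NanoTLZ, with 60 shared, 3 different between the treatments and 273 between treated and saline tumors. With DESeq2 on only the 2 groups compared, the numbers were 47, 45, 84, 85, 49 and 15 in the same order, and treated against saline could not be run. With DESeq2 without its Cook's distance filter, they were 127, 125, 65, 91, 89, 6 and 386. The main processing gave 0, 0, 1, 0, 0, 0 and 3, with 1643, 1423, 266 and 2072 genes at an unadjusted p under 0.05 in the 4 comparisons. The 3 genes between treated and saline tumors were *Col2a1*, *Myh4* and *Myl1*.

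With no filter on low counts, edgeR called 2 genes higher and 3 lower after i.v. TLZ and 5 lower after NanoTLZ, with 4 shared and 33 between treated and saline tumors. In the fit to only the 2 groups compared, 0 genes were called after NanoTLZ, with 1331 at an unadjusted p under 0.05. At least 10 counts in every tumor left 1 gene between treated and saline. Of the settings chosen after seeing the data, legacy = FALSE called 1 gene higher and 3 lower after i.v. TLZ and 2 lower after NanoTLZ, with 3 shared and 10 between treated and saline, limma-voom called 1 between treated and saline, and so did the fit without muscle and myosin genes. Across the 9 fits that each left out 1 tumor, the genes higher after NanoTLZ ranged from 0 to 1, the genes lower from 0 to 2 and the genes between treated and saline from 0 to 18, where 796 to 2532 and 1494 to 3132 genes had an unadjusted p under 0.05. For i.v. TLZ they were 0 in every one of these fits, with 1196 to 2605 genes at an unadjusted p under 0.05. RLE and upper quartile normalization and the robust dispersion left these numbers of called genes as they were. Upper quartile normalization did move the share of higher genes among those with an unadjusted p under 0.05, from 39.0% to 53.0% after NanoTLZ, from 47.3% to 55.1% after i.v. TLZ and from 36.7% to 47.6% in treated tumors. The cause of these changes was not tested, apart from the simulation of DESeq2 given under the other observations.

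The correlation of the 2 treatment effects stayed between 0.758 and 0.787 under the other settings, ranged from 0.615 to 0.856 when single tumors were left out, and fell to 0.158 with different saline tumors for each treatment. With camera at a fixed correlation of 0.01, the median log2 fold changes of the proliferation set (-1.13 after i.v. TLZ, -1.05 after NanoTLZ) and of the immunoglobulin set after NanoTLZ (1.35) were the same, but their adjusted p passed the threshold, at 8.52e-23, 9.47e-19 and 0.000666. Over all alternatives these ranged up to 0.444, 0.392 and 0.404. The estimated correlations they replaced were 0.609, 0.620 and 0.361.

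Some results reversed their direction, none of them past the threshold. The T cell set after i.v. TLZ had a median of -0.20 with at least 10 counts in every tumor. The log2 fold change of *Trp53* after i.v. TLZ was 0.037 with upper quartile normalization, 0.0090 with at least 10 counts in every tumor and 0.026 with limma-voom. With limma-voom, that of *Ptprc* after i.v. TLZ was 0.0049, that of *Cd8a* after i.v. TLZ was -0.22 and that of *Il13ra2* between the treatments was 0.43. When single tumors were left out, the range was -0.57 to 1.94 for the immunoglobulin set, -0.42 to 1.40 for the T cell set and -0.30 to 0.82 for the myeloid set after i.v. TLZ. For single genes after i.v. TLZ, it was -0.36 to 5.05 for *Igkc*, -0.40 to 3.80 for *Ighg2b*, -0.29 to 0.38 for *Ccnd1*, -0.21 to 0.25 for *Trp53*, -0.73 to 0.21 for *Ptprc*, -0.46 to 2.41 for *Cd3e*, -0.62 to 0.92 for *Cd4*, -0.60 to 1.53 for *Cd8a*, -0.22 to 0.83 for *Itgam* and -0.14 to 0.76 for *Adgre1*. After NanoTLZ it was -0.18 to 1.04 for *Trp53* and -0.010 to 0.91 for *Ptprc*. Between the treatments it was -0.093 to 0.58 for *Cxcl12*, -1.12 to 0.14 for *Il13ra2*, -0.64 to 4.47 for *Igha*, -0.80 to 4.56 for *Igkc*, -0.80 to 4.87 for *Ighg2b* and -0.76 to 3.49 for *Jchain*. The cause of these reversals was not tested.

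Among 102 results for single genes and sets, 131 other changes were seen over all settings, 127 stronger and 4 weaker. Of the stronger ones, 32, 41 and 33 came from DESeq2 on all 9 tumors, on 2 groups and without the Cook's distance filter. The 4 were *Col2a1* after NanoTLZ, which lost its call in the fit to 2 groups and without saline replicate A3685, i.v. TLZ replicate B3700 or NanoTLZ replicate C3669. Gene sets were not run with DESeq2 or with the settings added later. A minimum of 10 counts in every tumor removed *Eef1a2*, *Myl1*, *Myh1*, *Myh2*, *Myh4*, *Il13ra2*, *Ighg2b*, *Cd3e*, *Cd8a*, *Foxp3*, *Acta1* and *Ckm*. In both comparisons with saline, the fit of edgeR to 2 groups removed *Eef1a2*, *Myh2* and *Ighg2b*. After i.v. TLZ it also removed *Il13ra2* and *Foxp3*. *Eef1a2* and *Myh2* were also not tested with RLE, upper quartile normalization, the robust dispersion, limma-voom, legacy = FALSE or without saline replicate A3685 or A3688, and the fit without muscle and myosin genes gave no value for those genes or for *Eef1a2*. No paired analysis was possible because the groups share no replicate numbers. The depth limits *Eef1a2* and *Myh2* after both treatments and *Myl1* after i.v. TLZ, where the counts give only a lower bound on the change. *Myh4* after both treatments and *Myl1* after NanoTLZ, with at most 4 counts in a tumor, lie close to this limit.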

Differences from the paper's values

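The settings limma-voom, legacy = FALSE and without muscle and myosin genes, compared with the paper here, were chosen only after the result was seen. The paper reports 39 genes higher after i.v. TLZ than in saline, and edgeR called 0, with 777 at an unadjusted p under 0.05. The paper's 41 lower genes after i.v. TLZ compare with 0, with 866 at an unadjusted p under 0.05. For NanoTLZ, the paper's 70 higher genes compare with 1 and the paper's 78 lower genes with 0, where 555 and 868 had an unadjusted p under 0.05. The paper's overlap of about 40 genes in Fig. 5B, read by eye, compares with 0. Among the alternatives set before the data were examined, DESeq2's Wald test on only the 2 groups compared came within 1.5 times of all 5 of the paper's values, with 47 higher and 45 lower genes after i.v. TLZ, 84 higher and 85 lower after NanoTLZ and 49 shared. DESeq2 on all 9 tumors did so for the genes higher after NanoTLZ (54) and the shared genes (60), and DESeq2 without the Cook's distance filter for the genes higher (65) and lower (91) after NanoTLZ. No other alternative did so for any of the 5 values, and the alternatives added after seeing the data did not either.

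The paper states that NanoTLZ regulated more genes than i.v. TLZ. This order held with DESeq2 on the 2 groups compared, at 169 genes against 92. It was the opposite with DESeq2 on all 9 tumors, at 101 genes after NanoTLZ against 194 after i.v. TLZ. The direct comparison of the treatments by edgeR called 0 genes, with 266 at an unadjusted p under 0.05. This is below the 791 expected by chance, so the test was conservative.

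The paper names *Ngfr*, *Bcl11a*, *Kit*, *Myb*, *Top2a*, *Gadd45*, *Sod3*, *Tnfrsf19* and the myosin related genes as regulated. By edgeR, the adjusted p of those tested lay between 0.248 and 0.740 after i.v. TLZ and between 0.377 and 0.701 after NanoTLZ. *Eef1a2* and *Myh2* were not tested by edgeR in the main processing. With no filter on low counts, edgeR's adjusted p was 0.284 and 0.217 after i.v. TLZ and 0.449 and 0.269 after NanoTLZ. The 3 DESeq2 fits called *Ngfr*, *Bcl11a*, *Sod3*, *Eef1a2*, *Myl1*, *Myh1*, *Myh4*, *Mybpc2* and *Mylpf* in both treatments, *Kit*, *Top2a* and *Tnfrsf19* after i.v. TLZ, and *Myb* after NanoTLZ. *Tnfrsf19* was also called after NanoTLZ by DESeq2 on the 2 groups compared and without the Cook's distance filter. *Myh2* was called only after i.v. TLZ by DESeq2 on the 2 groups compared. *Myl1* and *Myh4* were also called in both treatments by edgeR with no filter on low counts. With legacy = FALSE, a setting chosen after seeing the values, edgeR called *Myl1* after i.v. TLZ and *Myh4* in both treatments. Without saline replicate A3673, it called *Myh4* after NanoTLZ. The paper gives *Top2a* as lower in both groups, and no setting called it after NanoTLZ, with a log2 fold change of -1.20. Among the *Gadd45* genes, *Gadd45g* was called after NanoTLZ by DESeq2 on the 2 groups compared and no other was called in any setting.

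The paper states that i.v. TLZ left *Cxcl12*, *Il13ra2* and the immunoglobulin genes unaffected. Their log2 fold changes after i.v. TLZ were 1.82, 3.16 and, for *Igha*, *Igkc*, *Ighg2b* and *Jchain*, 4.12, 3.55, 3.23 and 2.87, and *Il13ra2* was higher after i.v. TLZ than after NanoTLZ. The 4 immunoglobulin values rested on 1 i.v. TLZ tumor, B3638. When single tumors were left out, their lowest values were 0.13, -0.36, -0.40 and 0.04 in the same order. *Cxcl12* and *Il13ra2* stayed at or above 1.52 and 2.46. No setting called a difference between the treatments in any of these 6 genes, and edgeR's unadjusted p in the direct comparison lay between 0.418 and 0.755. That comparison was conservative, so equal effects of the 2 treatments are not shown by it. After NanoTLZ, *Cxcl12* was called by the 3 DESeq2 fits and the other 5 genes by DESeq2 on the 2 groups compared. After i.v. TLZ, that fit gave no p for *Igha* and *Igkc*.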

Other observations

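The tests on library size, on plasma cell genes without *Jchain*, on the number of genes whose groups do not overlap and on simulated data in the paragraphs that follow were chosen only after the result was seen.

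The numbers of called genes were compared with those from other splits of the same tumors into groups of the same sizes. By edgeR, 0 genes were called for i.v. TLZ against saline and for NanoTLZ against i.v. TLZ, so that all 10 of the 10 splits give as many by construction. In the number of genes with an unadjusted p under 0.05, where these comparisons had 1643 and 266, 4 and 10 of the 10 splits reached as many. For NanoTLZ against saline, only the real split reached as many, both in called genes and in the 1423 genes with an unadjusted p under 0.05. By DESeq2 on 2 groups, as many genes were called in 5 of the 10 splits for i.v. TLZ, 1 for NanoTLZ and 10 for NanoTLZ against i.v. TLZ. With 10 splits the share is never under 0.1, and so these comparisons cannot be told apart from chance by this test. For the 6 treated against the 3 saline tumors, edgeR called 6 genes when the treated tumors were fitted as 1 group, which differs from the fit with 3 groups that called 3, and 2 of the 84 splits gave as many. The other one set A3673, A3688 and B3684 apart, with 9 genes. In 865 of the tested genes, all treated tumors were on 1 side of all saline tumors, 444 above and 421 below, where 377 genes or 2.38% are expected by chance. As many genes were found in 4 of the 84 splits, and the 3 others each set A3688 apart with another saline tumor and an i.v. TLZ tumor.

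Many of the genes that DESeq2 calls after i.v. TLZ may be calls that it makes between groups without a difference. In simulated counts with no change, DESeq2 on 2 groups called 39 genes and edgeR 0. The real comparison had 92 genes by DESeq2, and the 9 other splits of the same tumors had between 16 and 242.

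The lower counts of the myosin genes may come from skeletal muscle in the saline samples. The skeletal muscle genes outside the myosins fell as well, with 25 of 25 genes lower and a median log2 fold change of -2.31 after NanoTLZ. The median of the 5 tested myosins was -5.14. These medians do not set the myosins apart, since single muscle genes fell as far. After NanoTLZ, the log2 fold change was -8.44 for *Acta1*, -8.39 for *Ckm*, -6.88 for *Actn3*, -5.37 for *Atp2a1* and -4.86 for *Tnnt3*. Other genes of the muscle set fell less, as its median shows. The saline and treated tumors form separate clusters in both scores, so no correlation over all 9 tumors is given, and within the 6 treated tumors Pearson's r was -0.050 (exact permutation p = 0.912) and Spearman's rho was -0.029 (exact permutation p = 1.0). In these tumors *Myh4*, *Myl1* and *Myh1* had at most 11 counts, and *Mybpc2* and *Mylpf* had 12 to 55. In saline tumors A3673, A3685 and A3688, the mean log2 CPM rose in the same order, from 0.37 to 2.44 and 3.92 for the muscle genes and from 1.68 to 3.65 and 5.81 for the myosins. A regulation of the myosins by Talazoparib cannot be told apart from a different amount of muscle in the samples. The smaller libraries of the treated tumors are not the source, since at the saline mean the myosin gene with the fewest counts would have had 91.3 counts in the smallest treated library.

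The immunoglobulin genes may follow the number of plasma cells in a tumor, but the plasma cell genes differ in this, and *Jchain* is itself one of the genes to be explained. The mean of 5 immunoglobulin constant genes had a Pearson correlation of 0.933 with that of the plasma cell genes *Jchain*, *Mzb1* and *Derl3* over the 9 tumors. Without *Jchain*, Pearson's r was 0.561 (exact permutation p = 0.112) and Spearman's rho was 0.467 (exact permutation p = 0.212), and Pearson's r was 0.308 without the 2 farthest tumors. The 2 remaining genes went opposite ways, with Pearson's r at 0.860 for *Mzb1* (exact permutation p = 0.000118, Spearman's rho 0.883) and -0.593 for *Derl3* (exact permutation p = 0.0955, Spearman's rho -0.393), or 0.953 and -0.273 without the 2 farthest tumors of each. Adjusted over these tests and that of *Jchain* alone, p was 0.112 for both genes together, 0.000237 for *Mzb1* and 0.112 for *Derl3*. The plasma cell score did not separate treated from saline tumors (exact permutation p = 0.381), and whether NanoTLZ changes the number of plasma cells was not decided by 3 tumors per group.

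The correlation of the effects of i.v. TLZ and NanoTLZ may come in part from the saline tumors that both share. With different saline tumors for each treatment, the mean Pearson correlation was 0.158, and all 6 assignments lay between 0.0795 and 0.229. Single saline tumors make these estimates noisy. When the labels were exchanged among the 9 tumors, with a shared reference group, the median correlation of group mean differences was 0.482, and 33 of 840 labellings reached the real 0.777 (exact one-sided p = 0.0393).

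A change in the share of epithelial or stromal cells could lower *Kit*, *Eef1a2*, *Tnfrsf19* and *Bcl11a* and raise *Sod3*. With both treatments pooled, the epithelial score (exact permutation p = 0.262) and the fibroblast score (exact permutation p = 0.0833) overlapped with saline, but the overlap came from i.v. TLZ tumors. The 3 NanoTLZ tumors were below all saline tumors in the epithelial score (7.29 to 7.47 against 7.55 to 8.14). They were above them in the fibroblast score (6.42 to 6.94 against 5.92 to 5.99), so a contribution stays open for NanoTLZ. The sizes argue against this explanation as the only source. After NanoTLZ, the median log2 fold change was -0.45 in the epithelial set and 0.62 in the fibroblast set. When single tumors were left out, *Kit* stayed at or below -0.81, *Tnfrsf19* at or below -1.66 and *Bcl11a* at or below -1.19. *Sod3* stayed at or above 2.64, and *Eef1a2* had too few counts for this comparison. Other values also go against the explanation. The i.v. TLZ tumors, whose epithelial scores overlapped with saline, had the lowest *Kit*, and B3684, with a fibroblast score of 5.96 that lies within the saline range, had the highest *Sod3*. Within the 6 treated tumors, *Sod3* and the fibroblast score had a Pearson's r of -0.243 (exact permutation p = 0.643), a Spearman's rho of -0.257 (exact permutation p = 0.658) and r = -0.433 without the 2 farthest tumors, and the adjusted p-values over 4 relations were 0.857 and 0.878. For *Kit* no correlation is given, because the 2 treatments form separate clusters in *Kit* and in the epithelial score, with the higher *Kit* at the lower epithelial scores.

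Saline tumor A3688 stood apart from the other tumors. The biological coefficient of variation was 43.8% without it and 49.8% with it. It had the highest counts of *Mki67*, *Bcl11a*, *Myb* and the myosin genes among the 9 tumors. No biological explanation was tested, since the design gives none for a single tumor.

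*Crip2*, *Fam83g*, *Amigo2* and *Vsig10*, named after their values were seen, were the only tested genes in which all tumors of 1 treatment lay above and all tumors of the other below the saline tumors. Their number of 4 is below the 18.8 expected by chance.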
